# Regulation of miRNA-29c and its downstream pathways in preneoplastic progression of triple-negative breast cancer

**DOI:** 10.18632/oncotarget.14902

**Published:** 2017-01-30

**Authors:** Anjana Bhardwaj, Harpreet Singh, Kimal Rajapakshe, Kazunoshin Tachibana, Nivetha Ganesan, Yinghong Pan, Preethi H. Gunaratne, Cristian Coarfa, Isabelle Bedrosian

**Keywords:** miRNA-29c, TNBC, prevention, next generation RNA sequencing, DNA methylation

## Abstract

Little is understood about the *early* molecular drivers of triple-negative breast cancer (TNBC), making the identification of women at risk and development of targeted therapy for prevention significant challenges. By sequencing a TNBC cell line-based breast cancer progression model we have found that miRNA-29c is progressively lost during TNBC tumorigenesis. In support of the tumor suppressive role of miRNA 29c, we found that low levels predict poor overall patient survival and, conversely, that ectopic expression of miRNA-29c in preneoplastic cell models inhibits growth. miRNA-29c exerts its growth inhibitory effects through direct binding and regulation of TGFB-induced factor homeobox 2 (TGIF2), CAMP-responsive element binding protein 5 (CREB5), and V-Akt murine thymoma viral oncogene homolog 3 (AKT3). miRNA-29c regulation of these gene targets seems to be functionally relevant, as TGIF2, CREB5, and AKT3 were able to rescue the inhibition of cell proliferation and colony formation caused by ectopic expression of miRNA-29c in preneoplastic cells. AKT3 is an oncogene of known relevance in breast cancer, and as a proof of principle we show that inhibition of phosphoinositide 3-kinase (PI3K) activity, a protein upstream of AKT3, suppressed proliferation in TNBC preneoplastic cells. We explored additional opportunities for prevention of TNBC by studying the regulation of miRNA-29c and identified DNA methylation to have a role in the inhibition of miRNA-29c during TNBC tumorigenesis. Consistent with these observations, we found 5 aza-cytadine to relieve the suppression of miRNA-29c. Together, these results demonstrate that miRNA-29c loss plays a key role in the early development of TNBC.

## INTRODUCTION

Breast cancer is the most common cancer in women worldwide [1]. Despite the many advances in the field of breast cancer treatment, challenges still prevail in management of breast cancer patients leading to over 40,000 breast cancer-related deaths every year in the United States alone [2]. Among the reasons for this mortality is the relative resistance of triple-negative breast cancer (TNBC) to current conventional therapies, which leads to a disproportionately higher rate of death in this subset of breast cancer patients. Therefore, in order to reduce breast cancer-related deaths, it is imperative to identify TNBC subtype-specific targets for prevention. Consequently, we have focused on detailing the molecular changes that occur in the preneoplastic stages of TNBC development in order to identify opportunities for prevention.

miRNAs are small noncoding RNAs that bind and repress the translation of its mRNA targets or cause their degradation. miRNA aberrations have been widely reported to play important roles in cancers in general through modulation of several hallmarks of cancer. In breast cancer, miRNAs have been reported to play central roles as their profiles differ between breast tumors and normal breast tissue [3]. Within breast tumors, miRNA expression patterns are associated with distinct molecular breast cancer subtypes, e.g., miRNA-18a, -135b, -93, and -155 have been identified as common TNBC-specific miRNAs in a meta-analysis of 3 independent studies [4]. To address whether miRNAs play a causal role in breast cancer development, studies such as that by Croce and colleagues [3] reported let-7d, miRNA-210, and miRNA-221 to be differentially expressed between ductal carcinoma *in situ* (DCIS) and invasive breast cancer. Recently, miRNA-140 was reported to be lost in DCIS of basal-like cancers, where its downregulation was found to promote the formation of cancer stem cells in DCIS cells *in vitro* and the formation of tumors *in vivo* [5]. While these studies suggest a role for miRNAs in the later stages of tumorigenesis, namely the transition of DCIS cells to invasive breast cancer, it is not known if miRNAs play a role in the earlier, preneoplastic steps of breast cancer development. Breast cancer is thought to develop through progressive transitions from benign hyperplasia of mammary duct epithelial cells, through to atypical ductal hyperplasia (ADH), to DCIS, invasive tumor confined within the breast, followed by lymph node involvement, and, ultimately, metastasis to distant organs. We postulated that detailing the molecular portraits of the preneoplastic stages of breast tumorigenesis would provide targets for the potential prevention of TNBC. To address this goal, we performed next-generation sequencing of an MCF10A-based TNBC progression panel and identified miRNA-29c to be lost in the preneoplastic transition to ADH, which also continued through DCIS and invasive cancer. We then demonstrated that miRNA-29c plays a tumor suppressor role in the preneoplastic phase of tumorigenesis and showed that miRNA-29c inhibition of cell proliferation and colony formation is at least in part mediated by its gene targets V-Akt murine thymoma viral oncogene homolog 3 (AKT3), TGFB-induced factor homeobox 2 (TGIF2), and CAMP-responsive element binding protein 5 (CREB5). As a proof of concept, we also show evidence that targeting one of these pathways with LY294002, a small-molecule inhibitor of PI3 kinase, inhibited cell proliferation in preneoplastic cells. Finally, we also provide evidence that targeting the repressors of miRNA-29c expression revert its expression and inhibit cell proliferation in MCF10.AT1 preneoplastic cells, thus presenting novel opportunities for the prevention of TNBC.

## RESULTS AND DISCUSSION

### Next-generation sequencing to identify molecular drivers of normal-to-preneoplastic transition in TNBC

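Small RNA was sequenced from 6 cell lines of the MCF10A series, with 3 libraries per line. MCF10A(P) is an immortalized non-cancer mammary epithelial line. MCF10.NeoT represents hyperplasia and MCF10.AT1 atypical hyperplasia, and both derive from MCF10A(P) by HRAS transformation. MCF10.DCIS represents ductal carcinoma in situ and MCF10.Ca1d invasive carcinoma. MCF10.Ca1h, a malignant line derived from MCF10AT xenografts like MCF10.Ca1d, was sequenced with them, although the legend of Figure 1 does not list it. The sample labels give passage 12 for the cells, whereas the paper's limit is 10 passages. The authors deposited 1 table of log2 values for 1983 mature human miRNAs in the 18 libraries. No value is under 10 normalized reads, which is therefore treated as a floor. The paper's text does not name the scale, what sets it, or the counting tool for the miRNA table. Above this floor, the lower values of each library were examined and were whole multiples of 1 step. In MCF10A(P) replicate 1, for example, these were 299 of the 376 values above the floor. The number of reads behind all values was therefore recovered by taking 1 step as 1 read.
The recovered reads per library ranged from 4288592 to 7458597 in MCF10A(P), with a median of 6251290. They ranged from 4726447 to 5936392 in MCF10.NeoT (median 4853180) and from 5408037 to 6337428 in MCF10.AT1 (median 5696865). The range was 4481627 to 5074996 in MCF10.DCIS (median 5051624), 2534219 to 4999387 in MCF10.Ca1d (median 4156100) and 4085560 to 4191104 in MCF10.Ca1h (median 4154305). The paper gives 25 to 30 M reads per small RNA library, and the deposited values rest on the recovered reads. The floor corresponds to between 3.85 and 10.2 reads, depending on the library. Of the 1983 miRNAs, 1330 were at the floor in all 18 libraries, and the 653 that were above it in at least 1 library were tested. Differences were tested with limma on the deposited log2 values, in 1 fit of all 18 libraries with 1 coefficient per line. A miRNA was called altered when its Benjamini-Hochberg adjusted p was under 0.05 and its fitted change was at least 1.5-fold. A value at the floor is an upper limit, so the fitted change is understated where only the lower line is at the floor, and its error has no known direction where both lines have libraries at the floor. Replicate libraries differed by more than the sampling noise, with a chi-square per degree of freedom between 15.1 and 2086 over the replicate pairs. This does not show whether they come from separate cultures, and the 3 libraries of a line were treated as its samples. The value was 357 to 2086 in MCF10A(P), 50.7 to 371 in MCF10.NeoT and MCF10.AT1, and 15.1 to 52.2 in the other lines. The fit shares 1 variance per miRNA over all lines. Standard errors against MCF10A(P) may therefore be too small where its libraries are the more variable.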

To identify miRNA and their functional gene targets that drive the development of TNBC, we performed high-throughput miRNA sequencing of the MCF10A-based TNBC progression model. We found that more than 50% (299 of 561 miRNAs) of the miRNA alterations occurred during preneoplastic transition (normal to atypia), which indicates the enormous potential for TNBC prevention at this early stage of tumorigenesis (Figure 1A).

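In MCF10.AT1, 361 of the tested miRNAs were altered against MCF10A(P), of which 294 were higher and 67 lower (limma, Benjamini-Hochberg adjustment). In MCF10.NeoT, 356 were altered against MCF10A(P), 280 higher and 76 lower. The step from MCF10.AT1 to MCF10.DCIS altered 210 miRNAs, 122 higher and 88 lower. From MCF10.DCIS to MCF10.Ca1d, 164 were altered, 67 higher and 97 lower. Over these steps from normal to atypia, atypia to DCIS and DCIS to invasive carcinoma, 430 miRNAs were altered at least once. The normal to atypia step altered 84.0% of them (exact Clopper-Pearson 95% confidence interval 80.1 to 87.3, which covers counting error only). A further count shows 157 miRNAs altered in that step alone, against 22 in the atypia to DCIS step alone and 22 in the DCIS to invasive step alone. Counting a miRNA once for every step in which it was altered, a choice made after the data were seen, moved the share most, to 49.1% (361 of 735 alterations). The paper's MCF10A(P) cells came from ATCC and the other lines from other providers. The normal to atypia step therefore cannot be told apart from a difference of source. Against MCF10A(P), 345 miRNAs were altered in MCF10.DCIS, 351 in MCF10.Ca1d and 335 in MCF10.Ca1h.
The direction of the changes against MCF10A(P) depended on the scaling. Among the 303 miRNAs above the floor in all 18 libraries, the median log2 change in MCF10.AT1 was 1.08. Median-ratio scaling, which brought this median to -0.01, gave 287 altered miRNAs in MCF10.AT1, 151 higher and 136 lower. Quantile normalization gave 271, 133 higher and 138 lower, and TMM-type scaling gave 288, of which 133 were lower. For MCF10.NeoT the split was 163 higher and 137 lower under median-ratio scaling, 140 and 138 under quantile normalization, and 166 and 134 under TMM-type scaling. The split from MCF10.AT1 to MCF10.DCIS became 90 higher and 117 lower under quantile normalization. From the concentration of alterations in the normal to atypia transition, the paper concludes that this early stage holds potential for the prevention of TNBC.

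**Figure D1:**
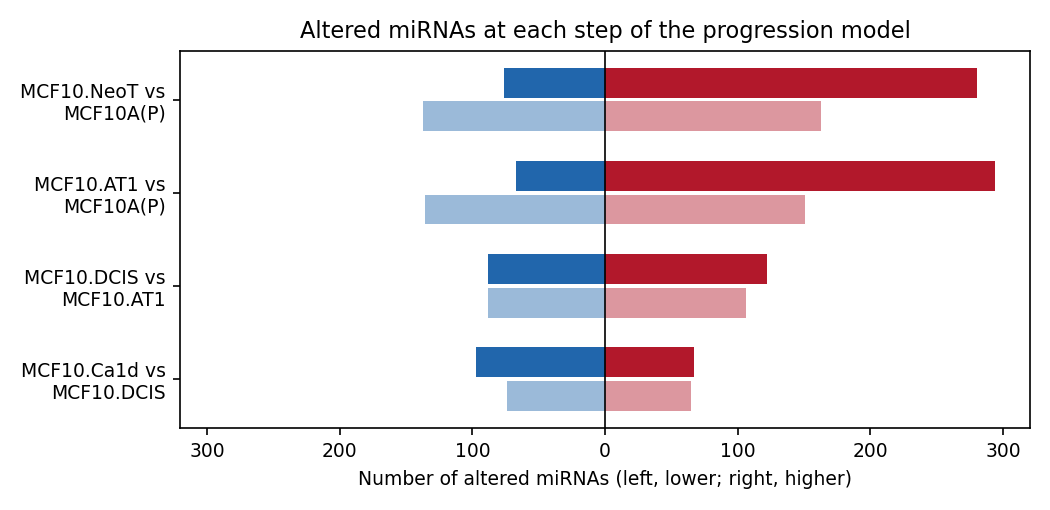
Number of altered miRNAs in each comparison, with lower miRNAs to the left in blue and higher ones to the right in red, in dark bars for the deposited scaling and pale bars for median-ratio scaling. The 294 higher miRNAs in MCF10.AT1 against MCF10A(P) fall to 151 under median-ratio scaling.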

**Figure 1:**
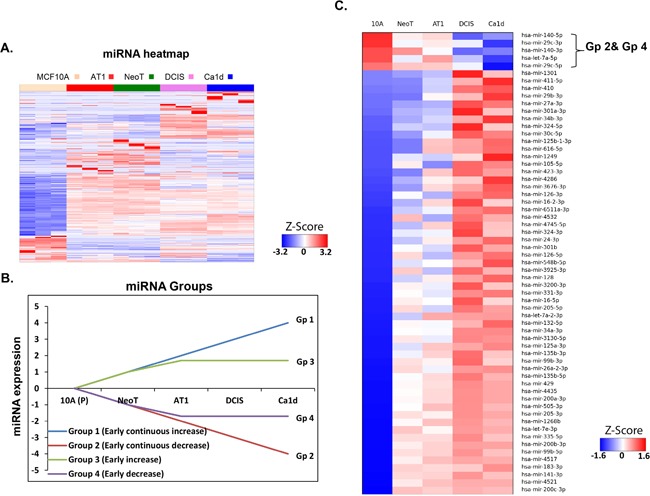
miRNA aberrations during preneoplastic transition in TNBC development **A**. Heatmap of small RNA sequencing data showing global miRNA alterations in an MCF10A TNBC progression model. MCF10A breast cancer progression model comprises of MCF10A, which represent non-cancer breast cell line; NeoT, hyperplasia; AT1, atypical hyperplasia; DCIS, ductal carcinoma *in situ*; and Ca1d, invasive carcinoma. **B**. Schematic showing 4 groups of miRNAs (focused on early changes and early-continued changes) to identify miRNAs relevant to preneoplastic transition. **C**. Heatmap of 4 groups (as described in panel B) of miRNA alterations in an MCF10A TNBC progression model derived from small RNA sequencing data.

Because of our focus on identification of markers and targets for prevention, we were particularly interested in a group of miRNAs that change early during TNBC development. To identify such potential targets for TNBC prevention, we have focused on detailing the miRNA changes that occur in the pre neoplastic stages of development of TNBC. Therefore, we organized the miRNAs into 4 groups on the basis of how they changed across the progression continuum: early and continuous increase (Group1), early and continuous decrease (Group 2), early increase followed by plateau (Group 3), and early decrease then plateau (Group 4) (Figure 1B). 

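The schematic of Figure 1B gives no numeric limits, so the 4 groups were defined by called changes, and these rules were set before the data were examined. An early change was a called difference between the mean of MCF10.NeoT and MCF10.AT1, taken as the preneoplastic lines, and MCF10A(P). It was continuous when the mean of MCF10.DCIS and MCF10.Ca1d, taken as the late lines, differed from the preneoplastic mean in the same direction. It was a plateau when that second difference was not called and the late lines still differed from MCF10A(P) in the early direction. By these rules 377 miRNAs changed early, 302 upward and 75 downward. Group 1 held 41 miRNAs, Group 2 held 3, Group 3 held 151 and Group 4 held 31. Another 123 early miRNAs changed in the opposite direction in the late lines, and 28 met neither rule. The scaling moved these numbers most. Under quantile normalization, Group 3 fell to 44 miRNAs, 41 of them shared with the deposited scaling, and Group 4 rose to 80, of which 25 were shared.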

Of the several hundred miRNAs that we found to be dysregulated in the progression panel, only 63 miRNA alterations mapped to any of these 4 groups (Figure 1C). 

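By eye, 61 names were read from the heatmap of Figure 1C, 56 in the rising part and 5 in the falling part. Every one was in the deposited table and was tested. All 56 rising miRNAs were higher in the preneoplastic lines than in MCF10A(P), with a median log2 change of 1.43, and 44 of these changes were called over all miRNAs tested (44 when adjusted over the list alone). Part of this early rise is the shift against MCF10A(P) shared by most miRNAs, which the other scalings remove. All 56 were also higher in the late lines than in the preneoplastic lines, with a median log2 change of 0.91, and 39 of these changes were called over all miRNAs tested (40 when adjusted over the list alone). The study chose the list on these same libraries, so these counts are not independent evidence. By the rules above, 31 of the listed miRNAs fell in Group 1, 2 in Group 2, 13 in Group 3 and 0 in Group 4, and 15 fell in no group. Over all tested miRNAs, 226 belonged to a group.

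**Figure D2:**
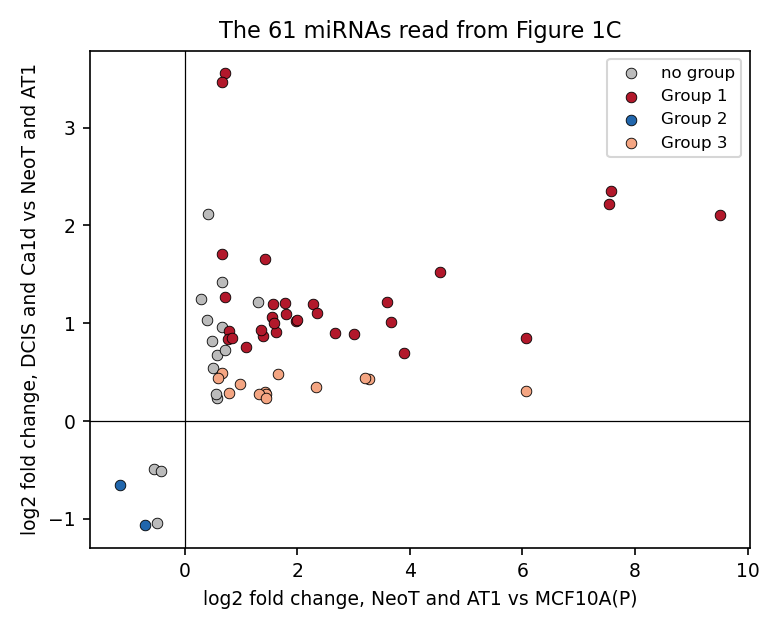
Each point is 1 of the 61 miRNAs read from Figure 1C, by log2 fold change of the preneoplastic lines against MCF10A(P) (horizontal) and of the late against the preneoplastic lines (vertical), coloured by group. The 56 rising miRNAs lie above 0 on both axes and the 5 falling ones below 0 on both.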

We were most interested in the Group 2 and Group 4 miRNAs, as these would conversely cause the up regulation of gene and protein targets that could be more readily targeted for prevention. We identified only 5 miRNA fitting this pattern of interest: miRNA-140-5p, miR-29c-3p, miRNA-140-3p, Let-7a-5p, and miR-29c-5p. 

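Of these 5 miRNAs, miR-29c-3p and miR-140-3p met the rule for Group 2 on the deposited values. For miR-29c-3p the preneoplastic lines were lower than MCF10A(P) by a log2 fold change of -1.14 (standard error 0.21, limma adjusted p = 0.00015), and the late lines were lower than the preneoplastic lines by -0.65 (standard error 0.17, limma adjusted p = 0.0046). The early change of miR-140-3p was -0.70 (standard error 0.10, limma adjusted p = 9.0e-06) and its late change was -1.07 (standard error 0.08, limma adjusted p = 2.3e-08). In single lines, its change in MCF10.NeoT (-0.39) was under 1.5-fold, and MCF10.Ca1d was not lower than MCF10.DCIS (0.13, limma adjusted p = 0.45). In MCF10.Ca1h it was at 3919 ± 123 normalized reads (SD, n = 3), against 4216 ± 121 (SD, n = 3) in MCF10A(P). miR-140-5p was also higher in MCF10.Ca1h than in MCF10.Ca1d, by 1.42 (limma adjusted p = 0.0023). The third member of Group 2 was miR-138-1-3p, with an early change of -1.46 and a late change of -0.77, at a mean of 21.2 normalized reads.
The abundant let-7a-5p fell from 1049360 ± 104224 normalized reads (SD, n = 3) in MCF10A(P) to 473860 ± 13959 (SD, n = 3) in MCF10.Ca1d. Its early change of -0.42 and its late change of -0.51 passed the adjusted p threshold but not the 1.5-fold minimum. Its early change was 0.25 under quantile normalization, the only setting tried in which it rose. That setting assigns levels by rank, and let-7a-5p ranked first in the MCF10.NeoT and MCF10.AT1 libraries but not in MCF10A(P). For miR-140-5p, the early change was -0.55 (standard error 0.26, limma adjusted p = 0.085), within the spread of MCF10A(P), where its level was 124 ± 53.5 normalized reads (SD, n = 3). The early change of miR-29c-5p was -0.48 (standard error 0.32, limma adjusted p = 0.21), with 58.3 ± 28.5 normalized reads (SD, n = 3) in MCF10A(P) and 1 of the MCF10.Ca1d libraries at the floor. Replicate 1 of MCF10A(P) had the lowest level of both, and without it the early change was -0.95 for miR-140-5p (limma adjusted p = 0.0019) and -0.95 for miR-29c-5p (limma adjusted p = 0.011). Replicate 3 had the highest, and without it the early change was -0.26 for miR-140-5p (limma adjusted p = 0.46) and -0.15 for miR-29c-5p (limma adjusted p = 0.78). Under median-ratio and TMM-type scaling, miR-140-5p, let-7a-5p and miR-29c-5p met the rule for Group 4. The paper selects these 5 because a fall in a miRNA would raise gene and protein targets that could be targeted for prevention.

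**Figure D3:**
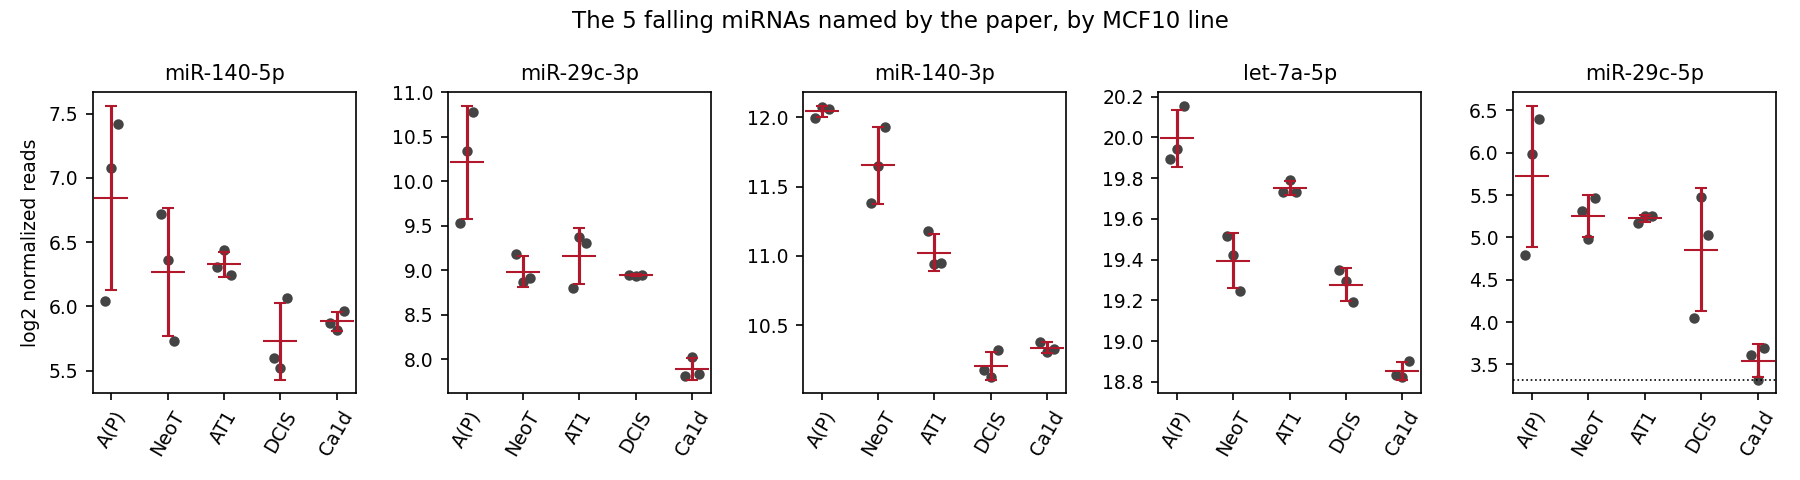
Levels of the 5 miRNAs in log2 normalized reads by line, without MCF10.Ca1h, with the 3 libraries as points, the mean and SD in red, the floor as a dotted line, and vertical axes that differ and do not start at 0. In MCF10A(P), miR-140-5p ranges from 66.0 to 171 normalized reads, while miR-140-3p stays between 4080 and 4310.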

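The mature sequence of miR-29c-3p, TAGCACCATTTGAAATCGGTTA in DNA letters, matches GRCh37 (hg19) exactly on the minus strand of chromosome 1 from 207975210 to 207975231. This position lies in an exon (207974863 to 207976007) of MIR29B2CHG, a long non-coding RNA gene on the minus strand from 207933995 to 208052460. The nearest other match, with 1 substitution (T10C, counted from the 5′ end of miR-29c-3p), is on the minus strand of chromosome 7 from 130561507 to 130561528. It lies in introns of the non-coding genes LINC-PINT and LINC00513, and reads of these similar sequences could only be told apart by that base. In normalized reads, miR-29c-3p was at 1263 ± 508 (SD, n = 3) in MCF10A(P), 509.7 ± 62.6 (SD, n = 3) in MCF10.NeoT and 581 ± 118 (SD, n = 3) in MCF10.AT1. Its level was 494 ± 2.84 (SD, n = 3) in MCF10.DCIS, 238 ± 20.1 (SD, n = 3) in MCF10.Ca1d and 328 ± 31.2 (SD, n = 3) in MCF10.Ca1h. As a share of the reads of miR-29a-3p, miR-29b-3p and miR-29c-3p together, it was 7.34% ± 0.155 (SD, n = 3) in MCF10A(P), 4.91% ± 0.340 in MCF10.NeoT, 3.45% ± 0.363 in MCF10.AT1, 2.43% ± 0.0698 in MCF10.DCIS and 0.744% ± 0.0435 in MCF10.Ca1d. A factor common to a whole library leaves this share unchanged.

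**Figure D4:**
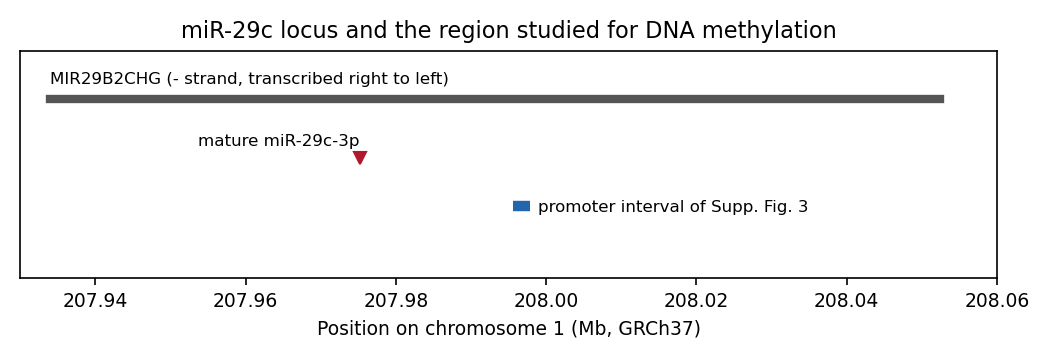
Position on chromosome 1 of GRCh37 in megabases of MIR29B2CHG (grey bar), mature miR-29c-3p (red triangle) and the promoter interval of Supplementary Figure 3 (blue bar). The mature sequence starts at 207975210, inside the gene.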

While Let -7 and miRNA-140 will be focus of our future studies, in here we selected miRNA-29c-3p (hereafter called miRNA-29c) for further study because it has been reported to be the most down-regulated miRNA in basal-like compared with luminal A [6] and other subtypes [7] of breast cancer, and it has a known role in serous ovarian carcinoma [8], a disease that is molecularly similar to TNBC [9].

### miRNA-29c is lost during TNBC progression and predicts survival in basal-like breast cancer patients in a TCGA dataset

To confirm the loss of miRNA-29c during breast cancer progression, we performed quantitative polymerase chain reaction (qPCR) and measured the levels of mature miRNA-29c in the MCF10A breast cancer progression panel. These assays confirmed a significant progressive loss of miRNA-29c (Figure 2A). Next, to evaluate the relevance of miRNA-29c to basal-like breast cancer, we mined The Cancer Genome Atlas (TCGA) basal-like breast cancer data to study its association with overall survival. These analyses showed high levels of miRNA-29c to be significantly associated with better overall survival (log rank p=0.037) in basal-like breast cancer. Specifically, median survival in patients expressing low levels of miRNA-29c was 60 months compared to 95 months in patients expressing high levels of miRNA-29c (Figure 2B). These results clearly suggest that miRNA-29c is a tumor suppressor in basal-like breast cancer and are in concordance with the findings of Nygren et al [10], who used 2 cohorts of Danish and Norwegian breast cancer patients and found high levels of miRNA-29c to be associated with longer breast cancer-related survival and with lower risk of developing distant metastasis.

**Figure 2:**
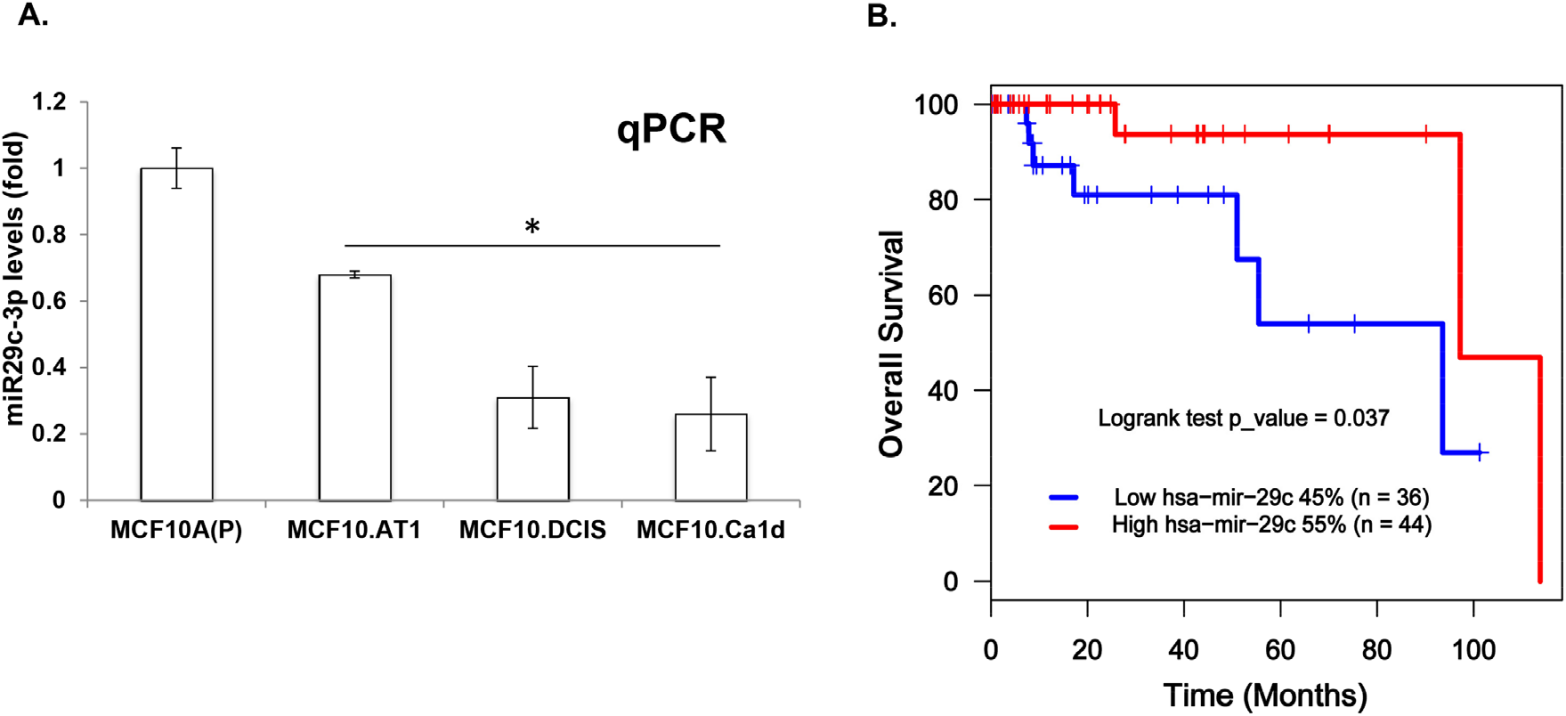
miRNA-29c is lost during TNBC progression and its low levels predict poor survival in basal-like breast cancer patients **A**. miRNA-29c-3p levels were measured by Taqman-based qPCR analysis in an MCF10A-based TNBC progression model. miRNA-29c-3p levels were normalized to RNU44 control. **B**. Kaplan-Meier curve showing overall survival (in months) in basal-like breast cancer patients expressing low vs high levels of miRNA-29c. *p<0.05.

### miRNA-29c inhibits proliferation and colonizing ability of preneoplastic TNBC cells

While the association between miRNA-29c levels and overall survival in TCGA dataset strongly suggest the role of miRNA-29c in prognosis of basal like breast cancer; in order to understand the biologic relevance of miRNA-29c in the preneoplastic stage of tumorigenesis, we studied the effect of miRNA-29c modulation on cell proliferation in TNBC preneoplastic (AT1) and DCIS cells. Ki67 was studied as a surrogate for cell proliferation. These immunofluorescence-based assays revealed that ectopic expression of miRNA-29c in MCF10.AT1/DCIS cells significantly (P<0.05) inhibited the cell proliferation and caused a dramatic switch from highly proliferative (Ki67 positive) to minimally proliferative (Ki67 negative) cells (Figure 3). Specifically, ectopic overexpression of miRNA-29c decreased proliferation by 56% relative to the scramble control in MCF10.AT1 cells (Figure 3A & 3B). Similarly, in MCF10.DCIS cells, miRNA-29c decreased proliferation by 36% relative to the scramble control (Figure 3A & 3C). The fact that miRNA-29c caused more pronounced inhibition of cell proliferation in preneoplastic MCF10.AT1 cells relative to MCF10.DCIS cells suggests that prevention strategies based on miRNA-29c re-expression are likely to be more effective in the preneoplastic stage.

**Figure 3:**
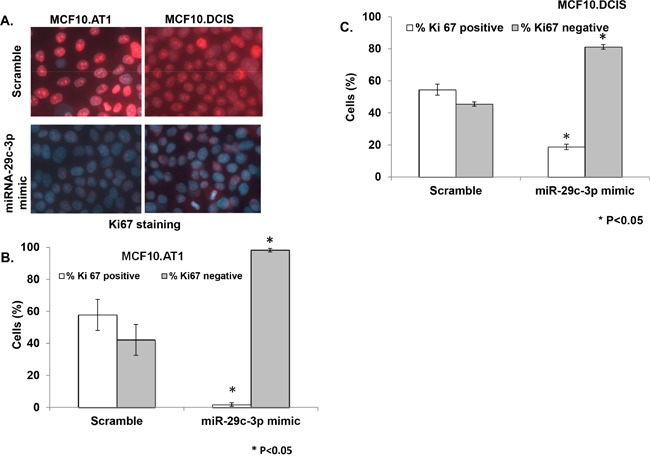
miRNA-29c-3p inhibits cell proliferation in TNBC preneoplastic and DCIS cells **A**. Ki67 immunostaining followed by immunofluorescence in MCF10.AT1 and DCIS cells that were transfected with miRNA-29c-3p mimic or scramble control mimic. Red color foci within the DAPI-stained blue nuclei indicate Ki67. **B, C**. Bar diagrams show the quantification of highly proliferative cells expressing 3 or more Ki67 foci (Ki67 positive) and minimally proliferative cells expressing 0-2 Ki67 foci (Ki67 negative) in the nuclei of MCF10.AT1 cells and MCF10.DCIS cells. * p<0.05.

To test whether miRNA-29c re-expression has any impact on the ability of single cells to survive and proliferate to make a colony, we performed colony formation assays. These studies revealed that ectopic expression of miRNA-29c in MCF10.AT1 cells significantly (P<0.05) inhibited the ability of cells to colonize (Figure 4A & 4C). Specifically, ectopic expression of miRNA-29c decreased the colonizing ability of MCF10.AT1 cells by 50% relative to the scramble control. We also observed an inhibition in the colonization ability of MCF10.DCIS cells relative to the scramble control after transfection of miRNA-29c, but this reduction was not statistically significant (p=0.09, Figure 4B & 4D). These results are consistent with stronger inhibition of cell proliferation in preneoplastic cells than in DCIS cells, again suggesting that miRNA-29c has a greater biologic role in the early, preneoplastic stages of tumorigenesis.

**Figure 4:**
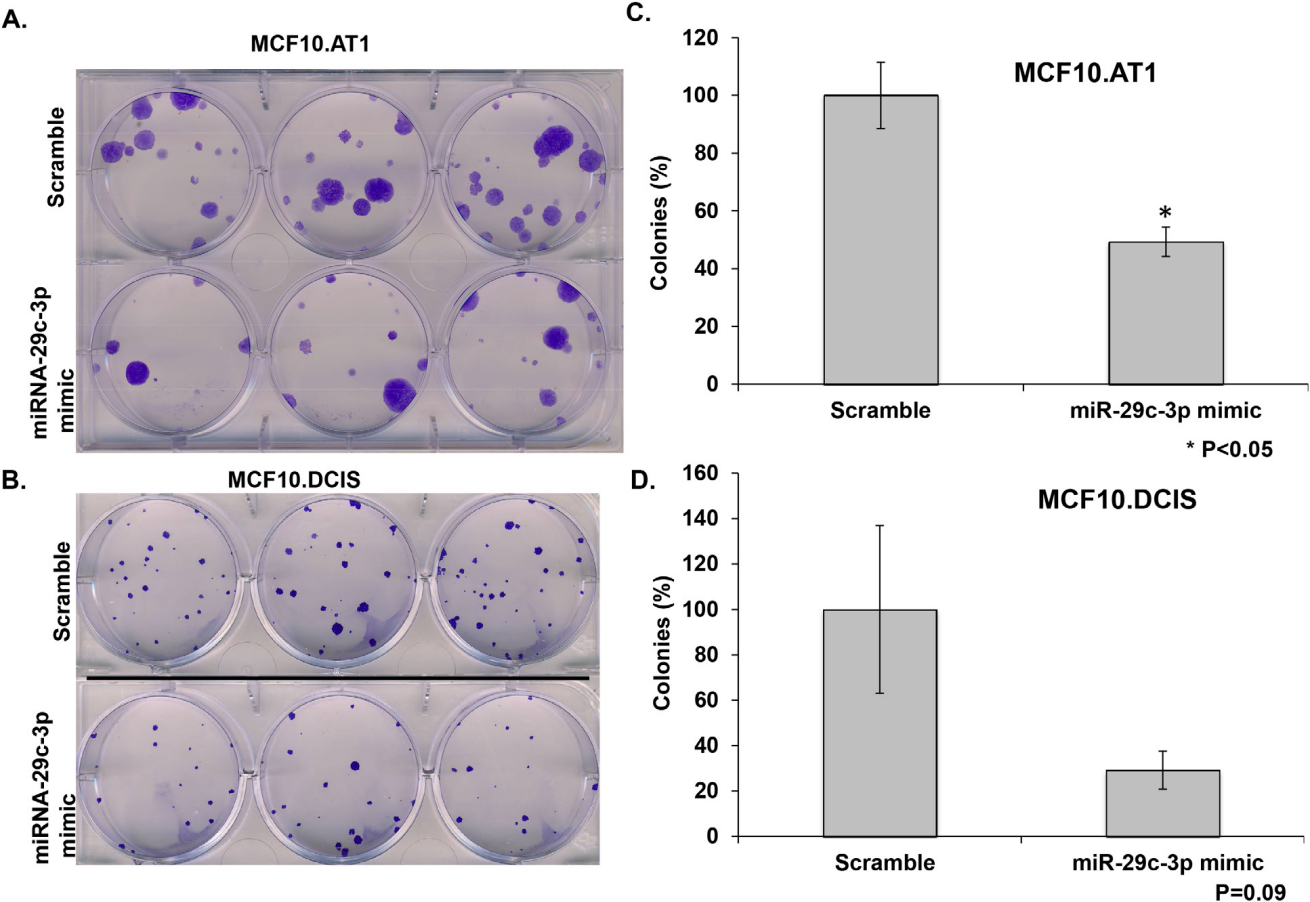
miRNA-29c-3p inhibits colony formation in TNBC preneoplastic and DCIS cells **A, B**. Methylene blue stained colonies formed by MCF10.AT1 and MCF10.DCIS cells after 12 days of transfection with miRNA-29c-3p mimic or scramble control mimic. **C, D**. Quantification of colonies formed by MCF10.AT1 cells and MCF10.DCIS cells transfected the miRNA-29c mimic or scramble mimic. Cell colonies possessing more than 50 cells were counted one colony. *p<0.05.

### Integration of miRNA-29c with RNA sequencing data across the breast cancer progression continuum

To understand how miRNA-29c potentially affects the cell proliferation and colonizing ability of preneoplastic and DCIS cells, we focused on identifying its functional gene pairs and turned to our next-generation RNA sequencing data from the MCF10A breast cancer progression panel. First, we looked for any global patterns of mRNA expression during breast cancer progression. Mining of these sequencing results show that even at gene level a multitude of the gene alterations (more than 80%) occur during the normal to preneoplastic transition during breast cancer development, suggesting that molecular determination of cell fate occurs early on in the process of TNBC development (Figure 5A and 5C).

**Figure 5:**
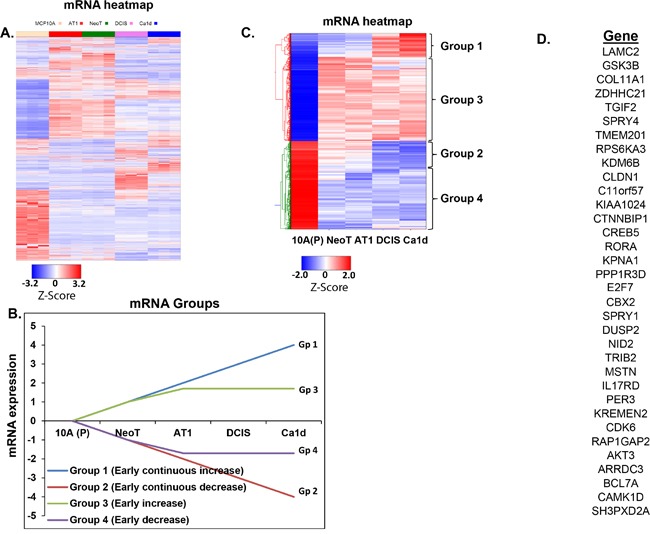
Integration of small RNA sequencing with RNA sequencing to identify gene targets of miRNA-29c-3p **A**. Heatmap generated from RNA sequencing data showing global mRNA alterations in an MCF10A TNBC progression continuum. MCF10A breast cancer progression model comprises of MCF10A, which represent non-cancer breast cell line; NeoT, hyperplasia; AT1, atypical hyperplasia; DCIS, ductal carcinoma *in situ*; and Ca1d, invasive carcinoma. **B**. Schematic showing 4 groups of mRNAs (focused on early changes and early-continuous changes) to identify genes that are altered during TNBC progression. **C**. Heatmap of mRNAs that map to the 4 groups (focused on early changes and early-continuous changes). **D**. List of 35 predicted gene targets of miRNA-29c using a set of filters, including our bioinformatics pipeline SigTerms.

In order to identify functional gene pairs of miRNA-29c, we organized the mRNA sequencing data (Figure 5A) into the 4 progression groups defined previously (Figure 5B). Of the several thousand mRNAs that were deregulated in the progression panel (Figure 5A), several hundred-gene alterations fit the patterns of interest (Figure 5C). Interestingly, even after these groupings, about 70% of the gene alterations occurred during the normal to preneoplastic transition during TNBC development. To identify the functional gene pairs of miRNA-29c, first we obtained a list of mRNAs that significantly increased (>1.5, P<0.05) during the transition from MCF10A (P) [normal like] to MCF10.DCIS in our RNA sequencing dataset. Next, using SigTerm bioinformatics pipeline [11], we identified genes whose expression inversely correlates with miRNA-29c expression (with a false discovery threshold of <0.25) during breast cancer progression (MCF10A to DCIS transition) and that were predicted gene targets of miRNA-29c by TargetScan. This resulted in a list of 35 genes (Figure 5D).

### miRNA-29c-regulated gene targets and pathways

To validate these 35 predicted gene targets of miRNA-29c, we selected 14 genes on the basis of their predicted or demonstrated roles in cancer-relevant pathways and their drugability. The remaining 21 genes were not studied further either due to their dual roles (e.g., tumor suppressor in normal cells and oncogenic in cancer), or were not reported to be oncogenic, or were not targetable. Using qPCR-based assays, we first analyzed the baseline expression patterns of the 14 selected genes in our MCF10A-based cell line progression panel and validated more than 80% of these 14 genes (Supplementary Figure 1). As further validation, we ectopically expressed miRNA-29c in MCF10.AT1 cells by using miRNA mimics and measured the mRNA levels of these 14 genes by qPCR. These assays showed that the miRNA-29c mimic significantly repressed the expression of 9 gene targets: LAMC2, TGIF2, SPRY4, AKT3, MAP2K6, CDK6, CREB5, FOS, and E2F7 (Table 1). Next we rank ordered these genes based on their baseline expression levels during TNBC progression (Supplementary Figure 1). TGIF2 and CREB5 were top 2 genes that changed the most during MCF10A (P) to DCIS transition. AKT3 followed right after TGIF2 and CREB5, and is an oncogene of known relevance in early stages of TNBC [12]. Therefore, we further evaluated these 3 cancer-relevant gene targets (AKT3, CREB5, and TGIF2) to study their direct binding and regulation by miRNA-29c [12–14]. Since CDK6 is a known target of miRNA-29c in several cancer models [15–17], CDK6 regulation was not tested in miRNA-29c binding experiments.

**Table 1:** Quantitative PCR analysis of MCF10.AT1 cells transfected with miRNA-29c-3p mimics or scramble control for 48 h

Genes	Scramble mimic (fold)	miR-29c-3p-mimic (fold change)
LAMC2	1.00	0.46*
ZDHHC21	1.00	0.95
TGIF2	1.00	0.21*
SPRY4	1.00	0.55*
MAPK10	1.00	1.50
AKT3	1.00	0.80*
MAP2K6	1.00	0.48*
CDK6	1.00	0.20*
GSK3B	1.00	1.11
CREB5	1.00	0.50*
FOS	1.00	0.41*
RPS6KA3	1.00	0.98
E2F7	1.00	0.28*
KPNA1	1.00	1.00

Results are normalized to ribosomal protein L19 mRNA levels.

*p<0.05.

To test the direct binding between miRNA-29c and its gene targets, first the putative miRNA-29c binding sites from the 3′UTRs of AKT3, CREB5, and TGIF2 (Figure 6A), along with their surrounding 200-nucleotide sequences, were individually cloned into pmiRGlo, a luciferase reporter construct. Next, we co-transfected the miRNA-29c mimic with the 3′UTR luciferase reporter vector and found it to repress the luciferase activity of all 3 of these reporter vectors by ~50% (Figure 6B), indicating direct binding and regulation of these genes by miRNA-29c. Introduction of a 3-nucleotide mutation in the miRNA-29c seed sequence in either the AKT3 3′ UTR or CREB5 3′UTR or TGIF2 3′UTR abrogated this regulation (Figure 6B).

**Figure 6:**
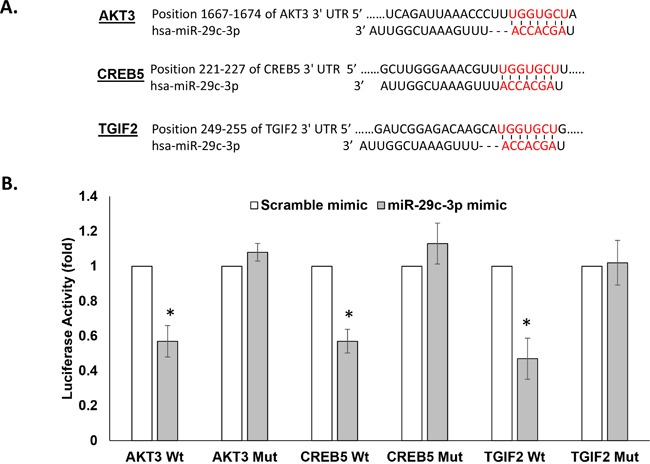
miRNA-29c-3p directly binds in the 3′UTR of AKT3, TGIF2, CREB5, and CDK6 **A**. Target Scan predicted base pairing of mature miRNA-29c-3p seed sequences in the 3′UTRs of the indicated genes. **B**. Luciferase activity in MCF10.AT1 cells transfected with the dual luciferase vector pmiRGLo containing the wild type (Wt) and mutated (Mut) miRNA-29c-3p binding sites indicated in panel A. The cells were also transfected with an miRNA-29c-3p mimic or a negative control mimic. The firefly signal reported the gene regulation by miRNA binding and the internal control renilla luciferase was used for normalizing the transfection efficiency. * p<0.05.

Next, in order to identify effector gene targets of miRNA-29c that mediate its growth-inhibitory effects in MCF10.AT1 and MCF10.DCIS cells, we analyzed the ability of AKT3, CREB5, and TGIF2 and a known miRNA 29c gene target, CDK6, to rescue the cell-inhibitory phenotype. We co-transfected the constructs expressing AKT3, CREB5, TGIF2, and CDK6 in MCF10.AT1 and MCF10.DCIS cells that were also transfected with miRNA-29c mimics. We studied the cell proliferation ability of these cells by staining with the Ki67 antibody and the colonizing ability by performing colony formation assays. Interestingly, TGIF2, CREB5, and AKT3 overexpression resulted in a significant reversal of the inhibition in cell proliferation and colonization ability caused by the miRNA-29c mimic only (Figure 7 & 8) in preneoplastic MCF10.AT1 cells. AKT3 was most effective in rescuing both cell inhibitory phenotypes (increase in cell proliferation by 32% and colonizing ability by 3.4 fold) followed by TGIF2 (increase in cell proliferation by 24% and colonizing ability by 2.6 fold) and CREB5 (increase in cell proliferation by 8% and colonizing ability by 1.8 fold) (Figure 7 & 8). These miRNA-29c-regulated oncogenes were less effective at rescuing the inhibition of proliferation in MCF10.DCIS cells (Figure 9), highlighting again the relevance of miRNA-29c targeting primarily in preneoplastic TNBC. Interestingly, CDK6, a previously reported miRNA-29c gene target known to inhibit cell proliferation in cancer cells [17], failed to show any functional relevance in preneoplastic MCF10.AT1 cells (Figure 7 & 8). However, CDK6 marginally but significantly rescued the inhibition in cell proliferation caused by miRNA-29c in MCF10.DCIS cells (Figure 9). These findings suggest important context-dependent constraints in the miRNA regulation of target genes.

**Figure 7:**
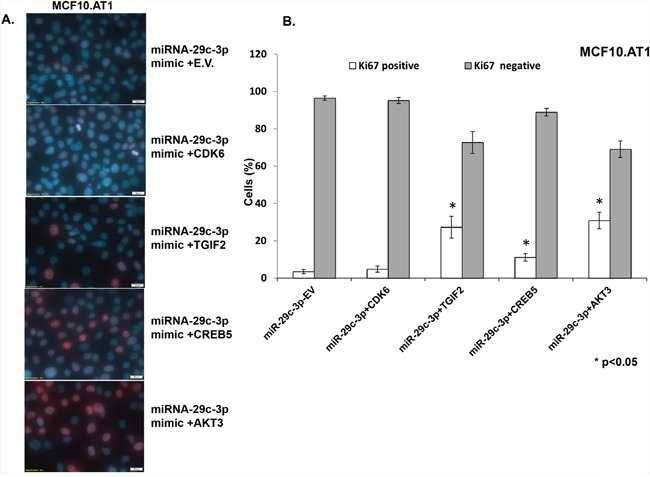
TGIF2, CREB5, and AKT3 overexpression reverts the inhibition in cell proliferation caused by forced expression of miRNA-29c-3p in TNBC preneoplastic cells **A**. Immunofluorescence images showing the cell proliferation marker Ki67 (indicated by red nuclear stain within the DAPI-stained nucleus) in MCF10.AT1 cells transfected with miRNA-29c-3p mimic in combination with TGIF2, CREB5, AKT3, CDK6, or empty expression vector (E.V.). **B**. Bar diagrams show the quantification of highly proliferative cells expressing 3 or more Ki67 foci (Ki67 positive) and minimally proliferative cells expressing 0-2 Ki67 foci (Ki67 negative) in the nuclei of MCF10.AT1 cells. * p<0.05.

**Figure 8:**
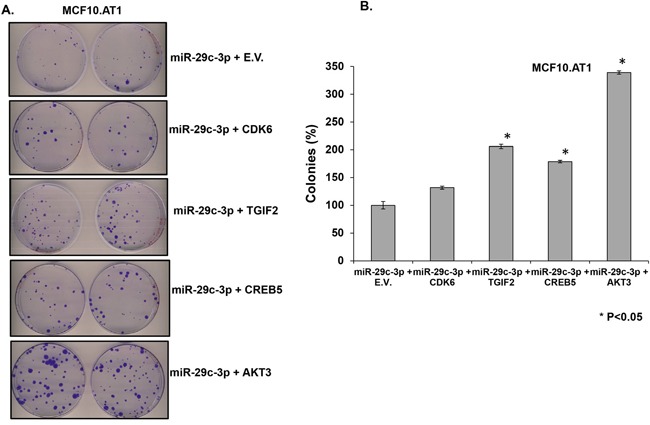
TGIF2, CREB5, and AKT3 overexpression reverts the inhibition in colony formation caused by forced expression of miRNA-29c-3p in TNBC preneoplastic cells **A**. Methylene blue-stained colonies formed by MCF10.AT1 cells after 12 days of transfection with miRNA-29c-3p mimic in combination with TGIF2, CREB5, AKT3, CDK6, or empty expression vector (E.V.). **B**. Quantification of colonies formed by MCF10.AT1 cells transfected with the miRNA-29c mimic in combination with TGIF2, CREB5, AKT3, CDK6, or empty expression plasmid. Cell colonies possessing more than 50 cells were counted as clones. * p<0.05.

**Figure 9:**
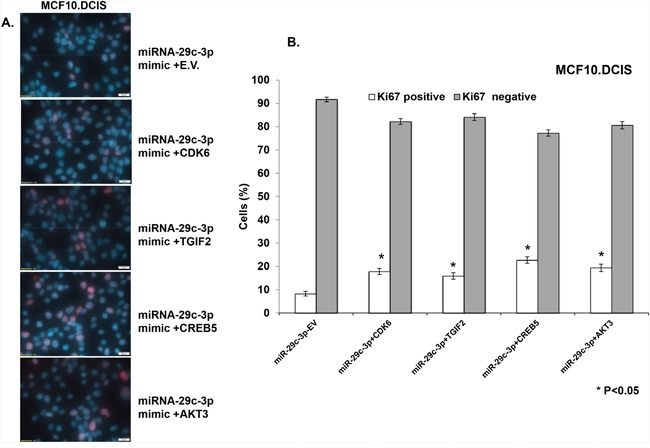
TGIF2, CREB5, and AKT3 overexpression only partially reverts the inhibition in cell proliferation caused by forced expression of miRNA-29c-3p in MCF10.DCIS cells **A**. Immuno- fluorescence images showing the cell proliferation marker Ki67 (indicated by red nuclear stain within the DAPI-stained nucleus) in MCF10.DCIS cells transfected with miRNA-29c-3p mimic in combination with TGIF2, CREB5, AKT3, CDK6, or empty expression vector (E.V.). **B**. Bar diagrams show the quantification of highly proliferative cells expressing 3 or more Ki67 foci (Ki67 positive) and minimally proliferative cells expressing 0-2 Ki67 foci (Ki67 negative) in the nuclei of MCF10.DCIS cells. * p<0.05.

Consistent with the oncogenic roles of TGIF2 and CREB5 in rescuing the growth inhibitory phenotype of miRNA-29c (Figure 7–9), TGIF is a central mediator of β-catenin-Wnt oncogenic signaling in breast cancer [14]. Activation of β-catenin has been reported to induce TGIF expression, which in turn leads to the stabilization and accumulation of β-catenin itself and drives mammary tumorigenesis in mouse models. Higher levels of TGIF are also associated with poor prognosis in TNBC patients [14]. There is also support for β-catenin and TGF-β pathway-mediated epithelial-to-mesenchymal transition (EMT) being dependent on CREB binding protein [13], indicating possible crosstalk between TGIF2 and CREB5. AKT3 has been previously reported to be a direct target of miRNA-29c, and it inhibits cell proliferation and promotes differentiation during myogenesis [18]. Recently, AKT3 has been shown to be an oncogene of relevance in TNBC by Polyak and colleagues [12], who reported that the downregulation of AKT3 inhibits the growth of MCF10.DCIS and MDA-MB-231 cells in 3-dimensional cultures and in mouse xenografts. Here we extend the oncogenic role of AKT3 to the preneoplastic setting and report that the regulation of AKT3 in this context by miRNA-29c appears to be of functional and biologic relevance.

### Targeting AKT that is activated during preneoplastic progression inhibits cell proliferation in MCF10.AT1 and MCF10.DCIS cells

As a proof of concept that the genes we identified through our pipeline have relevance to TNBC prevention, we targeted AKT3 using LY294002, a small molecule inhibitor of upstream PI3 kinase, and studied its effect on cell proliferation in preneoplastic MCF10.AT1 and MCF10.DCIS cells. LY294002 caused significant suppression of pAKT and pS6 (Figure 10A & 10B, Supplementary Figure 2) in both MCF10.AT1 and MCF10.DCIS cells and also significantly impaired cell proliferation (Figure 10C & 10D), indicating that the genes/pathways identified through our bio-informatics approach have relevance as potential targets for prevention. Specifically, LY294002 reduced levels of pAKT (including pAKT1/2/3) and the downstream mediator pS6 by more than 50% in both MCF10.AT1 and MCF10.DCIS cell lines (Supplementary Figure 2). LY294002 treatment at 100 μM for 6 days led to a significant inhibition (~100% in both MCF10.AT1 and MCF10.DCIS cells) in cell proliferation as well (Figure 10C & 10D). AKT pathway and cell proliferation inhibition caused by LY294002 are not TNBC subtype specific to [19, 20] and have been linked with high toxicity in patients (indicating LY294002's effects on normal cells as well) [21, 22]. Therefore, while these proof-of-principle results show that AKT pathway inhibition is growth inhibitory in preneoplastic and DCIS cells, use of available agents for targeting of this pathway for TNBC prevention is currently not feasible, mainly because of the unfavorable pharmacokinetics, poor selectivity, and toxicity concerns of this class of drugs [21, 22].

**Figure 10:**
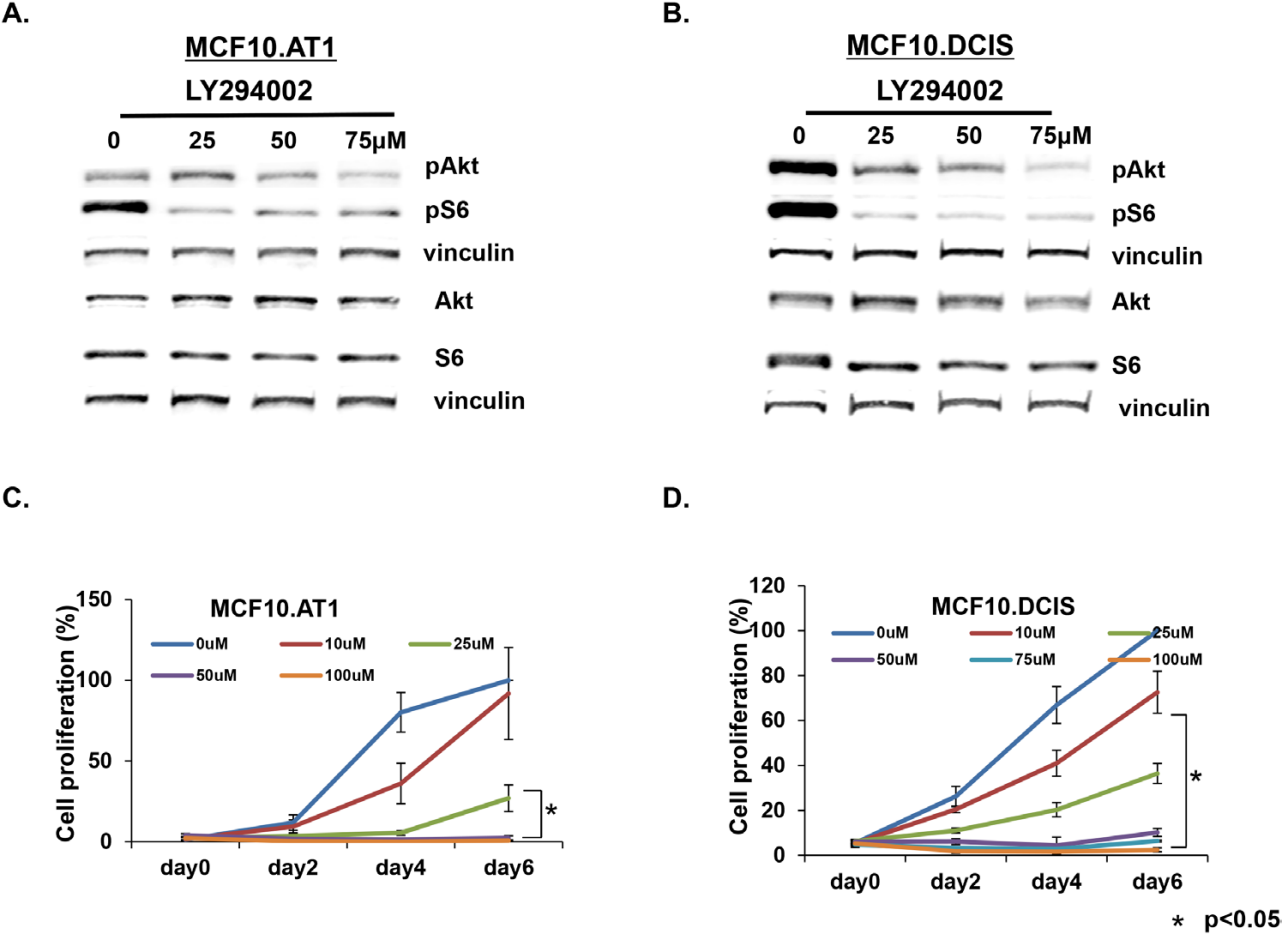
AKT-mTOR pathway targeting inhibits cell proliferation in MCF10.AT1 and MCF10.DCIS cells **A, B**. Western blots showing total and phosphorylated endogenous protein levels of AKT-mTOR pathway in vehicle- or LY294002-treated MCF10.AT1 and MCF10.DCIS cells. The cells were treated with the indicated concentrations of LY294002 for 24 hrs. **C, D**. MTT assay showing inhibition in cell proliferation of MCF10.AT1 and MCF10.DCIS cells by the PI3K inhibitor LY294002 for the indicated days and concentrations. * p<0.05.

### DNA methylation plays a role in suppression of miRNA-29c

To broaden the potential of miRNA-29c-centered strategies for TNBC prevention, we next considered the possibility of restoring miRNA-29c expression. To do so, we first explored the mechanism behind the loss of miRNA-29c in the early preneoplastic process in TNBC and studied the DNA methylation status of miRNA-29c gene promoters. We measured the methylation of 16 CpG sites in the miRNA-29c gene promoter region that, as described by Poli *et al* [23], is ~20 kb upstream of the miRNA-29c gene (the genomic coordinates and the primer sequences for studying DNA methylation are provided in Supplementary Figure 3) (Figure 11A). We found these 16 CpGs to progressively gain methylation, from being hypomethylated in non-cancerous immortalized TNBC MCF10A (P) cells to being hypermethylated in invasive MCF10.Ca1d cells (Figure 11B). The average methylation of the first 7 CpGs in this region (CpG1-7) increased gradually and progressively from a baseline methylation of 15% in MCF10A (P) cells, to ~ 26% in preneoplastic cells (MCF10.NeoT1 and MCF10.AT1) and 56% in DCIS. The methylation rate then decreased to ~ 30% in the invasive MCF10A.Ca1d cells. On the other hand, CpG8-16 started out comparatively more methylated (70%) in the non-cancerous MCF10A (P) cell line, became almost fully methylated (96%) in the preneoplastic stage, and remained fully methylated (96%) throughout the remaining progression of TNBC. As a control, we also tested the methylation levels of normal primary human mammary epithelial cells (HMECs) and found the HMEC methylation levels at all 16 CpG sites to be similar to those of non cancer, MCF10A (P) cells (Figure 11B).

**Figure 11:**
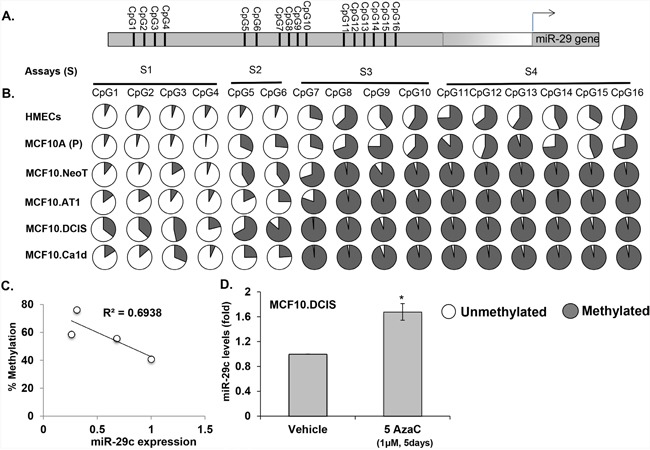
Methylation of miRNA-29c correlates with its expression during the spectrum of TNBC progression and its demethylation reverts the expression of miRNA-29c **A**. Schematic diagram of the *miRNA-29c* gene promoter showing the location of CpG sites. **B**. Percent of methylation level at each CpG site in the miRNA-29c gene promoter determined from genomic DNA obtained from an MCF10A-based TNBC progression model by pyrosequencing. The data are averages of methylation levels from 2 different cell passages. **C**. Correlation analysis showing an inverse correlation between expression of miRNA-29c and average percent methylation level of 16 CpGs in the promoter during TNBC progression. **D**. Taqman-based real-time PCR analysis of MCF10.DCIS cells treated with the DNA demethylation drug 5-aza cytadine at a 1 μM concentration for 5 days to measure miRNA-29c-3p levels that were normalized to RNU44 control.

Our correlation analysis in the MCF10A-based TNBC progression series showed an inverse correlation (r=0.69) between overall levels of DNA methylation of all 16 CpGs and miRNA-29c expression (Figure 11C), suggesting that DNA methylation accounts for a significant degree of the miRNA-29c repression seen during TNBC tumorigenesis. The average DNA methylation rates for all 16 CpG residues were 41% in non-cancerous MCF10A (P), 56% in preneoplastic MCF10.NeoT and MCF10A.AT1, 76% in MCF10.DCIS, and 59% in invasive MCF10.Ca1d cells.

Next, to confirm that DNA methylation of the miRNA-29c gene promoter indeed regulates the expression of miRNA-29c, we treated MCF10.DCIS cells, which had the highest methylation rate, with 1 μM 5-azacytadine (a DNA demethylating agent) or vehicle control for 5 days. The level of mature miRNA-29c relative to an internal control (small nuclear RNA RNU44) increased significantly (~70%) (Figure 11D). Collectively, these studies suggest that DNA methylation at least in part regulates miRNA-29c expression during TNBC progression. DNA methylation was previously shown to be responsible for basal-subtype-specific loss of miRNA-29c in breast cancer cell lines and in tissues of breast cancer patients [23], and strikingly, our studies have extended these findings and shown for the first time that DNA demethylation causes miRNA-29c to be lost as early as during normal to hyperplasia/atypia transition during the development of TNBC.

Lastly, it would be interesting to know the mechanisms that cause hypermethylation of the miRNA-29c gene promoter during TNBC progression. One way by which this progressive increase in DNA methylation can be achieved is through an increase in the DNA methyl transferase enzyme (DNMT) during breast cancer progression. Indeed, we found an increase in DNMT3A (which is known to be involved in both de novo and maintenance methylation of DNA) in our MCF10A-based breast cancer progression panel (data not shown). While it is plausible that this increase in DNMT3A may cause hyper- methylation of the miRNA-29c gene promoter (and thus repression of miRNA-29c) during TNBC progression, we are not aware of any reports on whether it directly binds and regulates the miRNA-29c gene promoter. Conversely, DNMT3A has been reported to be downstream of miRNA-29c and is a validated gene target of miRNA-29c in the brain [24] and breast cancers (in particular miRNA-29c-5p, our unpublished observations).

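Between single lines of the sequenced panel, the log2 fold change of miRNA-29c against MCF10A(P) was -1.23 in MCF10.NeoT (standard error 0.24, limma adjusted p = 0.00031) and -1.06 in MCF10.AT1 (standard error 0.24, limma adjusted p = 0.0011). With each library left out in turn, the change in MCF10.AT1 stayed between -1.40 and -0.78. The lowest MCF10A(P) library, at 737 normalized reads, was above the highest library of the preneoplastic lines, at 662 (two-sided exact permutation test of 3 libraries against 6, p = 0.0119, the smallest p that these libraries allow). The difference between MCF10.DCIS and MCF10.AT1, -0.21, was within the replicate spread (limma adjusted p = 0.56). MCF10.Ca1d was lower than MCF10.DCIS by a log2 fold change of -1.05 (limma adjusted p = 0.0030). Against MCF10A(P), the change in MCF10.Ca1d reached -2.32 (limma adjusted p = 4.2e-07). Scaling moved the fall most: under median-ratio scaling it was -2.14 in MCF10.AT1, and under quantile normalization -3.62 in MCF10.Ca1d.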

In summary, we report that expression of the tumor suppressor miRNA-29c is lost as early as the preneoplastic stage of TNBC tumorigenesis. Loss of miRNA-29c seems to be biologically relevant in basal-like breast cancer patients, where low levels of miRNA-29c predict worse overall survival. We find that in the earliest stages of TNBC development, miRNA-29c appears to exert its biologic activity through direct binding and regulation of several key mediators, namely TGIF2, CREB5, and AKT3. Lastly, our studies suggest that DNA methylation is involved in the suppression of miRNA-29c early in TNBC progression. These findings provide opportunities to develop and test novel strategies for TNBC prevention.

## MATERIALS AND METHODS

### MCF10A model system of breast cancer progression

We used the MCF10A cell line-based model system that was developed by Fred Miller and colleagues for studying breast cancer progression [25–28]. The isogenic cell lines from this model system comprise the entire range of human breast cancer progression. MCF10A (P) is an immortalized human mammary epithelial cell line; MCF10.NeoT and MCF10.AT1 represent the hyperplastic/atypical hyperplastic premalignant cell lines that are generated by HRAS transformation of MCF10A (P) cells [27]. MCF10.DCIS cells form comedo DCIS lesions in immune-deficient mice [29]. MCF10.CA1d and MCF10.CA1h cells, both derived from MCF10AT xenografts, form well-differentiated malignant tumors in xenograft mouse models. We purchased the MCF10A (P) cell line from ATCC and obtained the MCF10.AT1, MCF10.neoT, MCF10.Ca1d, and MCF10.Ca1h cell lines from the Karmanos Cancer Center, Detroit, MI, under a Materials Transfer Agreement. MCF10.DCIS cell were bought from Wayne State University, Detroit, MI. Primary HMECs were purchased from ATCC, Manassas, Virginia. All the cell lines used in the study were authenticated by the selling agency and used within the first 10 passages.

### Small RNA isolation and qPCR analysis

Total RNA, including miRNA, was extracted by using the miRNeasy Mini Kit (Qiagen, [Germantown, MD]), an extraction method that efficiently preserves the small RNA (10-200 nucleotides) fraction. RNA integrity was measured using the Agilent 2100 Bioanalyzer [Santa Clara, CA], and only samples that passed strict quality control standards were processed for next-generation sequencing performed by the Sequencing Core at Baylor College of Medicine, Houston, TX. cDNA was prepared from RNA by using the iscript cDNA synthesis kit (BioRad, [Hercules, CA]). The target mRNA levels were measured with respect to a loading control (ribosomal protein L19) by using the SYBR green-based qPCR method, as described previously [30]. The primer sequences used for all gene targets tested are in Supplementary Table 1. Levels of mature miRNA-29c were quantified by Taqman-based qPCR using the Taqman miRNA assay from ThermoFisher Scientific [Waltham, MA] and following the manufacturer's instructions.

### Next generation sequencing & analysis of functional miRNA/mRNA pairs

For small RNA library construction, which yields 25-30 million reads per library, RNA samples were prepared using the DGE-Small RNA Sample Prep Kit (Illumina, [San Diego, CA]) as described previously and were analyzed on the Illumina HiSeq2000 platform [11, 31]. mRNA sequencing yielded 30-40 million read pairs for each sample; the data were first mapped to the human genome, (build UCSC hg19) using aligner, TopHat2 [32]. Gene expressions and their differences were computed using Cufflinks [33]. A combined profile of all samples was computed and quantile normalization was applied. Supervised learning analysis was performed using the t-test statistic via the R statistical system. Genes with an increase greater than 1.25 fold were selected and run through the Gene Set Enrichment Analysis (GSEA) software (Broad Institute, [Cambridge, MA]) [34], and GSEA implementation at the Molecular Signature Database (MSigDB) was used to screen for pathways and processes [35]. We further determined for each gene the number of enriched pathways it belongs to, and sorted the genes in decreasing order of that number. To further integrate signature miRNAs and mRNAs, we employed the SigTerms methodology [11], which looks for trends in miRNA and corresponding gene target expression in breast cancer progression and also determines their strength of association. By applying a one-sided Fisher exact test, we determined the miRNAs for which the gene targets are significantly enriched (Q<0.25) in the gene signature. All the small RNA seq data generated in this study is submitted to GEO database under accession number GSE93740.

### Cell proliferation

The anti-proliferative effects of the PI3K inhibitor LY294002 on MCF10.AT1 and MCF10.DCIS cells were determined by the MTT dye uptake method. The effects of miRNA-29c mimics on the cell proliferation marker Ki67 were studied by using a Ki67 antibody-based immunofluorescence assay as described elsewhere [36, 37]. Ki67 antibody was purchased from DAKO (Agilent Technologies, Santa Clara, CA) and used at a working dilution of 1:500. The intensity of Ki67 staining representing the proliferation index of cells was measured by counting the cells that expressed high levels (> 3 foci) of Ki67 staining (Ki67-positive cells) or low levels (0-2 foci) of Ki67 staining (Ki67-negative cells).

### Clonogenic cell survival assay

The colony forming ability of the MCF10.AT1 and MCF10.DCIS cells after transfection with miRNA-29c mimics or scramble control mimic was measured by plating 500 cells/well (in a 6-well dish) in their regular media for about 12 days. At the end of 12 days, the cells were stained with 0.5% crystal violet (in methanol) for 5 minutes. Following staining, the cells were washed in water, and the plates were dried overnight. Colonies with more than 50 cells were counted as a clone.

### TCGA data mining

We evaluated the association between miRNA-29c levels and overall patient survival in the basal breast cancer dataset (TCGA, https://tcga-data.nci.nih.gov/tcga/). Basal-like breast cancer samples (n=80) used for this analysis were from the small RNA Sequencing dataset of 825 patient samples described and published by the TCGA consortium [9]. Demographic and clinical characteristics of these patients have been described elsewhere [9]. For this analysis, only the survival outcomes were used and linked to miRNA 29c expression levels. Other clinical or demographic variables were not considered or adjusted for. First, we sorted the data according to miRNA-29c expression, and then association with overall survival was evaluated by comparing the top 50% and the bottom 50% of the specimens using the log-rank test (p<0.05). Overall, survival significance was evaluated by employing the package “survival” [38] in the R statistical system.

### Western blotting

Thirty to 40 μg of total cellular protein was subjected to sodium dodecyl sulfate–polyacrylamide gel electrophoresis; transferred to Hybond ECL nitrocellulose (Amersham, [Pittsburgh, PA]); and probed with pAKT (S473), AKT, S6, and pS6 (S240/244), antibody, or the loading control, vinculin. Proteins were detected by using the “Odyssey classical Imager” Infrared Imaging System (Li-Cor Biosciences, [Lincon, NE]). We were able to probe a single Western blot membrane for more than 2 proteins of interest (of different sizes, by cutting the membrane) and vinculin because of the ability of the Odyssey system to detect signals from antibodies raised in mice and rabbits on the same membrane at separate wavelengths. As a result, in our Western blots, one common vinculin band is shown for multiple proteins if the proteins came from the same membrane.

### Cell transfections

MCF10.AT1 and MCF10.DCIS cells were transfected using Lipofectamine 2000 (Invitrogen Technologies, [Carlsbad, CA]) following the manufacturer's instructions. Cells were plated in 6-well culture dishes and then transfected with miRNA-29c-3p–mimic or scramble mimic (10 nM) with/without pmiRGLo vector containing miR-binding sites. After a 5-h incubation in OptiMEM, the medium was replaced with regular cell culture medium supplemented with 2X fetal bovine serum/horse serum. Forty-eight hours after the transfection, cells were lysed or plated for further assays.

### Cloning and luciferase assay

The wild type and the 3- nucleotide mutated seed sequence of the broadly conserved binding sites of miRNA-29c-3p (as predicted by Target Scan) and 200 flanking nucleotides (both upstream and downstream) from the AKT3, CREB5, and TGIF2 of 3′UTR regions were PCR amplified from the MCF10.AT1 genomic DNA and cloned downstream of the firefly luciferase open reading frame at the PmeI and XbaI sites by using primers (described in Supplementary Table 1) in pmiRGLo vector (Promega Corporation, [Madison, WI]). The empty vector and 3′UTR containing reporter constructs were transfected by Lipofectamine 2K (Life Technologies, [Carlsbad, CA]) in MCF10.AT1 cells. Forty-eight hours after the transfection, luciferase activity was measured by using the Dual-Luciferase reporter system (Promega, [Madison, WI]).

### Plasmids

The expression vector of the AKT3 gene containing cDNA (1440nt mRNA sequence, aka 1236 pcDNA3 Myr HA Akt3) (Addgene plasmid no. 9017) was a gift from Dr. William Sellers [Dana-Farber Cancer Institute]. The TGIF2 expression vector (containing the mRNA sequence only) that was generated from an EST (GenBank™ accession no. AW411096.1), and was a gift from Dr. David Wotton [University of Virginia] [39]. The expression vector containing complete cDNA of CREB5 in a pCMV-GFP backbone was purchased from MyBioSource [San Diego, CA]. The expression vector containing complete cDNA of wild-type CDK6 (981nt) in a pCMV-neo-Bam backbone was created by Dr. Martha Grossel [Connecticut College] and was a generous gift to us [40]. These expression vectors contained cDNA sequences without 3′UTR or 5′ UTR; therefore, the biological effects observed by overexpression of these expression vectors were the result of direct overexpression of these oncogenes and not a consequence of miRNA-29c binding to any regulatory regions in the 3′UTR.

### Pyrosequencing DNA methylation analysis

Two μg of the genomic DNA was treated with sodium bisulfite using the EZ DNA methylation-gold kit (Zymo Research, [Irvine, CA]) according to the manufacturer's instructions and was subsequently used for pyrosequencing analysis. These analyses were performed at the DNA Methylation Analysis Core, The University of Texas MD Anderson Cancer Center. PCR primers for studying the miRNA-29c gene promoter were designed using the Pyromark Assay Design SW 1.0 software (Qiagen, [Germantown, MD]). The genomic coordinates of the region studied and the primer sequence to analyze 16 CpG sites in this region are shown in Supplementary Figure 3). Several controls, including high methylation (SssI-treated DNA), low methylation (WGA-amplified DNA), and no-DNA template controls, were included in each assay. The assay design, PCR, and sequencing of the PCR products were performed as described elsewhere [41]. The degree of methylation was calculated using the Pyro-Q CpG 1.0.9v software (Biotage AB, [Sweden]).

### Statistical analyses

Student's unpaired t test was applied to all the data except MTT experiments to calculate the level of significance (p value) between various groups studied. MTT data were analyzed by using the Kruskal-Wallis method followed by Dunn's post hoc test. Experiments were conducted 3 separate times, and the values shown represent the mean ± standard error of mean. P values <0.05 were considered significant.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

TNBC: triple-negative breast cancer
TCGA: The Cancer Genome Atlas
DCIS: ductal carcinoma *in situ*
AT: atypia
ADH: atypical ductal hyperplasia
AKT3: V-Akt murine thymoma viral oncogene homolog 3
TGIF2: TGFB-induced factor homeobox 2
CREB5: CAMP-responsive element binding protein 5
CDK6: cyclin-dependent kinase 6
PI3K: phosphoinositide 3-kinase.

# Supplementary material for: Regulation of miRNA-29c and its downstream pathways in preneoplastic progression of triple-negative breast cancer
**Source:** Oncotarget. 2017 Jan 30;8(12):19645–60. doi: 10.18632/oncotarget.14902
**Supplement:** Supplementary file 1

# Regulation of miRNA-29c and its downstream pathways in preneoplastic progression of triple-negative breast cancer

## SUPPLEMENTARY FIGURES AND TABLE

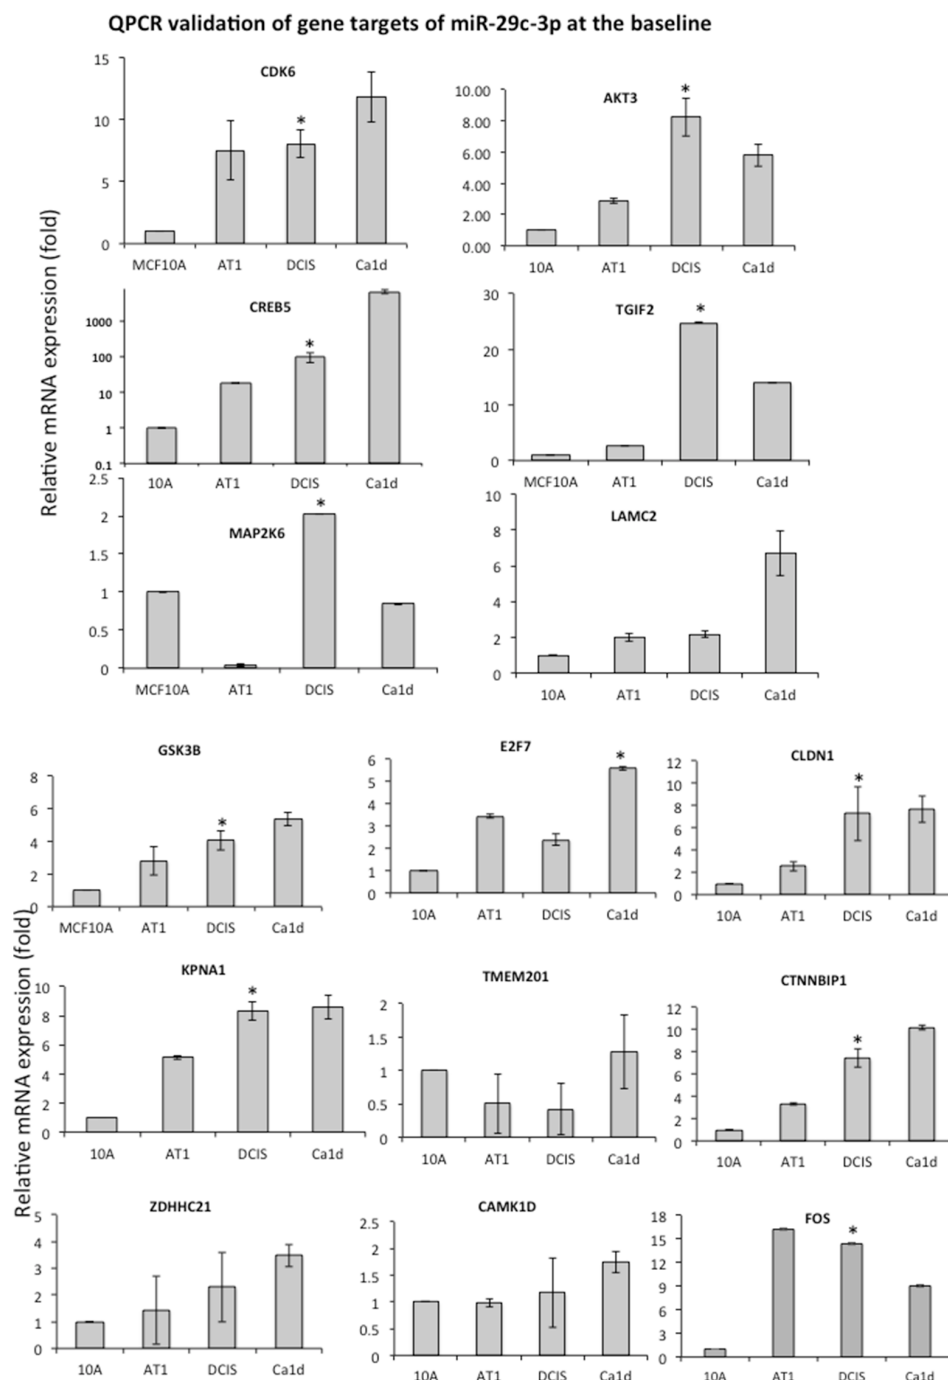

**Supplementary Figure 1: QPCR validation miRNA-29c-3p gene targets at baseline.** PCR analysis of indicated miRNA-29c-3p gene targets measured in MCF10A based TNBC progression model, normalized to L19 control. Values represent data generated from three different experiments, and is plotted as mean  $\pm$  standard error.

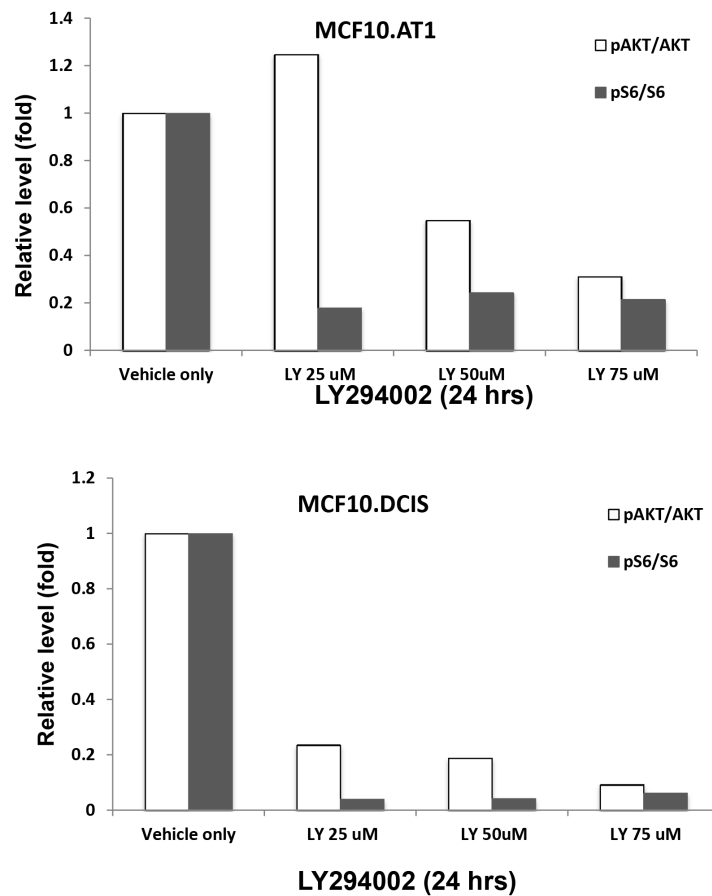

**Supplementary Figure 2: AKT-mTOR pathway targeting inhibits cell proliferation in MCF10.AT1 and DCIS cells.** Quantification of western blot (Figure 10) showing total and phosphorylated endogenous protein levels of AKT-mTOR pathway in vehicle or LY294002 treated MCF10.AT1 and MCF10.DCIS cells.

**Genomic coordinates of the miR-29c gene promoter for studying DNA methylation:**

>hg19\_dna range=chr1:207995584-207997869 5'pad=0 3'pad=0 strand=+ repeatMasking=none

**Primer sequences to study methylation of miR-29c gene promoter:**

Forward primer: 5'GATCCCAGCAAATACAT3'

Reverse primer: 5'TGGGTAGCCTAGGCTAG3'

Length of the region studied- 274bp

Sequence of the region analyzed: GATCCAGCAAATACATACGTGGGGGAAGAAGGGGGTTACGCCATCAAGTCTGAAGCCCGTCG  
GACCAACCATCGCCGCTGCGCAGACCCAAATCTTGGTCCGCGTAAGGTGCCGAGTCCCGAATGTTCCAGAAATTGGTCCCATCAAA  
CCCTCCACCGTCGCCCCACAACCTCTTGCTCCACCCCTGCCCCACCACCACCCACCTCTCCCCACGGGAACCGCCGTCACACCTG  
CGTGTATCTCTTAGCCTAGGCTACCA

Color coding key: Forward PMA primer, Reserve PMA primer, S1 assay probe, S2 assay, S3 assay, S4 assay

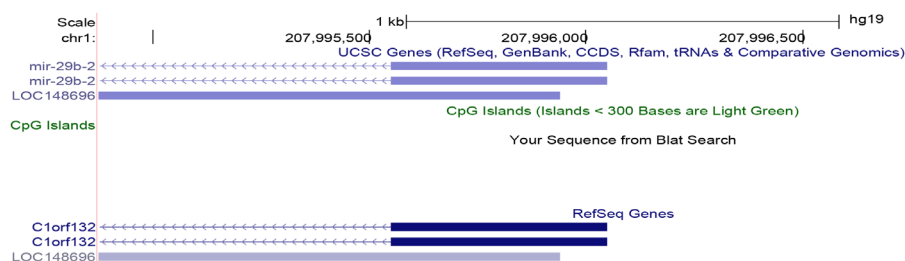

**Supplementary Figure 3: Genomic coordinates of the miRNA-29c gene promoter for studying DNA methylation.** The genomic coordinates of miRNA-29c gene promoter are shown using human genome built 19. Forward and reverse primer sequence and the sequence of the region for studying DNA methylation are also provided.

Supplementary Table 1: Primer sequences

| QPCR Primers                             |                                   |                                       |
|------------------------------------------|-----------------------------------|---------------------------------------|
| Gene                                     | Primer F                          | Primer R                              |
| AKT3 F1R1                                | CCAAATAAACGCCTTGGTGGA             | CTTGGCTGGTCTGGGATGTC                  |
| ZDHC21 F1R1                              | ACCAAAGCGTTCCCATCACT              | AGGATCTTCCAACGAGTGCC                  |
| CDK6 F2R2                                | TGCACAGTGTCACGAACAGA              | CGTGACGACCACTGAGGTTA                  |
| CREB5 F2R2                               | GACGAGGATCCGGACGAGA               | TCCAATGACATCACCCAGACC                 |
| CTNNBIP1 F2R2                            | GGAAGAGTCCGGAGGAGATGT             | TTCCGTCTCCGACCTGGAAA                  |
| FOS F2R2                                 | CCGGGGATAGCCTCTCTTAC              | GTGGGAATGAAGTTGGCACT                  |
| GSK3B F2R2                               | CAAACAGACGCTCCCTGTGA              | TCCTGACGAATCCTTAGTCCA                 |
| RPS6KA3 F1R1                             | ACAGCGCTGAGAATGGACAG              | CCGAACTCGGTCTCGAACTT                  |
| MAPK10 F1R1                              | ATGTGGAGAATCGGCCCCAAG             | GCACCTGTGCTGAAGGAGAA                  |
| E2F7 F1R1                                | ACCAGCCTTCAAGTGGATCG              | GGTCCGTCTGAGCAACAGA                   |
| LAMC2 F1R1                               | CTGTCACTGGAGAACGCTGT              | ACATCTTGATGGCGCTGTGA                  |
| TGIF2 F1R1                               | TACAACGCCTACCCCTCAGA              | GCCCTGGTCAGCAGAGTAAG                  |
| CAMK1D F2R2                              | GTCCATCGGAGTGATTGCCT              | TGCTGCCGAGGTGTAGTTTT                  |
| RPS6KA3                                  | GCAGAAGATGGCTGTGGAGA              | AAGCTGCCTAGCATCAGAGC                  |
| SPRY4                                    | CCGGCTTCAGGATTTACACA              | CACATGGCTGGTCTTCACCT                  |
| KPNA1 F1R1                               | TGCATTTGCTGAGTAGCCCA              | CCAGTGCCATTCCTTTTGGC                  |
| <b>3' UTR cloning primers</b>            |                                   |                                       |
| CREB5 (1-427bp)                          | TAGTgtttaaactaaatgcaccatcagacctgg | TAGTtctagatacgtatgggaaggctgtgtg       |
| TGIF2 (1-550bp)                          | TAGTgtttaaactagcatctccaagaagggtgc | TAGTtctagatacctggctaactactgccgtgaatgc |
| AKT3 (1401-1900bp)                       | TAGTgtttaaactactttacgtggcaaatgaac | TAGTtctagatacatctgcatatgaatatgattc    |
| <b>Site directed mutagenesis primers</b> |                                   |                                       |
| CREB5 SDM                                | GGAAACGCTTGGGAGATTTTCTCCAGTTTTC   | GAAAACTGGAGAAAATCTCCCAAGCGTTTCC       |
| TGIF2 SDM                                | GAGACAAGCAGGGAGATGCTGCTTCTGC      | GCAGAAGCAGCATCTCCCTGCTTGTCTC          |
| AKT3 SDM                                 | GGTCTCATGCTCTTCGTGCTACTGTC        | GACAGTAGCACGAAGAGCATGAGACC            |

How the deposited data were processed for this re-analysis (not part of the article)

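Small RNA libraries of 6 MCF10 cell lines, 3 per line, were analysed. The samples were mapped to lines and replicates from the sample labels and the paper, and all 18 columns of the table were matched to a sample. The authors sequenced the libraries on an Illumina HiSeq2000. For the miRNA table, the paper's text does not name the aligner, the counting rule or the miRNA annotation. Quantile normalization and a test statistic are described after the mRNA steps, without a statement on whether they were used for the miRNAs.

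The authors deposited log2 values, 1 per mature miRNA and library. Back-transformed, the lowest value is 10 in every library, which is treated as a floor under which values had been set to 10. Above this floor, the lower values of each library were examined, and 100.0% of them were whole multiples of 1 step per library. The step is worth between 0.976 and 2.60 normalized reads for each read. The values are therefore treated as scaled whole reads that were not quantile normalized, and the relative depth of the libraries was recovered from the step. Recovered reads ranged from 2534219 to 7458597 per library, with a median of 4926283. The scale itself is not stated, so normalized reads are comparable between libraries but are not RPM. Whether PCR copies were marked by molecular identifiers is not stated, so intervals and floors cover counting error only. A change that stays near the floor could not be detected at this depth.

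Differences were tested with limma (version 3.58.1, R version 4.3.3) with an intensity trend, on the deposited log2 values of the 653 miRNAs above the floor in at least 1 library. Adjustment was by the Benjamini-Hochberg method, and a call required an adjusted p under 0.05 and a change of at least 1.5-fold. The plan made before the data were examined had a pseudocount of 1 and a minimum mean of 1 normalized read. Because the table is already on the log2 scale with a floor of 10, no pseudocount was added and the filter became a value above the floor. The alternative without a filter coincides with this setting. Levels are given as the mean and SD of normalized reads. Tests of single values are exact permutation tests, and the confidence interval of a share is exact (Clopper-Pearson).

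The miRNAs named were fixed by a rule set before the data were examined. They are the 5 miRNAs the paper names for Groups 2 and 4, the other members of the miR-29 family, miRNAs of the paper's introduction, members of any group of 5 or fewer, and the 3 rising and 3 falling miRNAs with the largest called changes at each step, among those with a mean of at least 100 normalized reads and no overlap between libraries. A list of 3 epithelial miRNAs (miR-200c-3p, miR-141-3p and miR-205-5p) was written after the changes of miR-200b-3p, miR-200a-3p and miR-429 had been seen, but before the values of the list were.

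Alternatives set before the data were examined were quantile normalization, median-ratio scaling, TMM-type scaling (trimming 30% of ratios and 5% of levels on each side), a minimum mean of 100 normalized reads, pseudocounts of 0.1 and 5, other thresholds, other rules for the groups and for the total, fits of the compared lines only or without MCF10.Ca1h, a replicate block, and leaving out each library in turn. The 3 scalings raise the common floor to 26.5, 21.8 and 20.7 normalized reads and leave 508, 531 and 539 miRNAs to test. The treatment of floor values in the quantile normalization was changed after its first results were seen. It had kept the deposited floor, and the common floor is now the target value at the highest rank that a value at the floor takes in any library. Added after the data were seen were a pseudocount of 1, a value above the floor in at least 3 libraries (559 miRNAs), variance of each miRNA alone with unadjusted p, and a share that counts a miRNA for every step.

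The procedure was tested on simulated data for the 653 miRNAs. Of 200 miRNAs given a known change, 155 were recovered with the right sign (77.5%). Among the 134 of them at least 1 log2 unit above the floor, 118 were recovered (88.1%). In the same simulation 2 unchanged miRNAs were called, and 0 were called when no change was simulated. The rules for the groups placed 400 of 400 simulated profiles in their group and 0 of 100 flat profiles in any. These profiles lay far above the floor, had the same spread in every line and changed by much more than 1.5-fold. They had no shift shared by most miRNAs against MCF10A(P). The result therefore does not show how the rules perform on small changes, near the floor or under such a shift.

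Sequences were matched to GRCh37, the build the paper uses, with its gene annotation. The annotation used here has no separate entry for the miR-29 hairpins. Matching and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. qPCR, mRNA sequencing, patient cohort, methylation and cell assays were not analysed here.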

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

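The comparisons with other splits of the libraries were chosen before the results were seen. Quantile normalization, median-ratio scaling and leaving out a library were alternatives set before the data were examined. The other tests in this part, including any use of those alternatives to weigh an explanation, were chosen only after the results were seen.

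MCF10.Ca1h, a line that Figure 1 does not show, differed from MCF10.Ca1d in 164 miRNAs, 72 higher and 92 lower (limma, Benjamini-Hochberg adjustment). Quantile normalization changed the share of higher miRNAs from 43.9% to 55.0% (83 higher, 68 lower), while 122 calls were shared in the same direction. Of the 10 splits of the 6 libraries, only 1, the real one, gave as many, and another split gave at most 3, but 10 splits cannot give a share under 0.1. The authors' scaling is argued against as the whole cause, since 1 wrong factor per library would move all miRNAs alike, while the less frequent direction held 72 calls. MCF10.Ca1h libraries that were mislabelled MCF10A(P) libraries are argued against by 335 miRNAs altered between these lines. If MCF10A(P) cells had been mixed in, levels would lie between those of MCF10A(P) and MCF10.Ca1d, but 59 of the 164 miRNAs (36.0%) differed in the same direction from both. A difference between these xenograft-derived lines stays open as a hypothesis, and differences in culture or library preparation were not tested.

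Although both lines are preneoplastic, the changes from MCF10A(P) differed between MCF10.AT1 and MCF10.NeoT in 84 miRNAs, 46 higher and 38 lower in MCF10.AT1. Because both changes share the same MCF10A(P) libraries, this is the direct comparison of the lines. The real split was 1 of 10, and another split gave at most 5 miRNAs, so the share again cannot go under 0.1. The 38 calls in the less frequent direction argue against the authors' scaling as the whole cause, since 1 wrong factor per library would move all miRNAs alike. Leaving out 1 library gave between 69 and 97 miRNAs. A biological difference between hyperplasia and atypical hyperplasia stays open and was not tested apart from differences between the cultures.

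The total of miR-29a-3p, miR-29b-3p and miR-29c-3p, which share a seed sequence and which the paper does not report as a sum, was 32006 ± 2029 normalized reads (SD, n = 3) in MCF10.Ca1d and 17192 ± 6886 (SD, n = 3) in MCF10A(P). This is a log2 ratio of 0.90 on the deposited scaling, but of -0.14 under median-ratio scaling and 0.18 under quantile normalization. On the deposited scaling each MCF10.Ca1d library was above each MCF10A(P) library (exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In MCF10.AT1 the log2 ratio was -0.04 (exact permutation test of 3 libraries against 3, p = 0.9). Because the scaling decides the sign in MCF10.Ca1d, no direction can be given for the total. Within the total, the gap between the changes of miR-29a-3p and miR-29c-3p was 3.34 on the log2 scale. The authors' scaling, with 1 factor per library, leaves the ratio of miR-29c-3p to miR-29a-3p unchanged, and is argued against by a highest ratio of 0.863% in MCF10.Ca1d against a lowest of 8.28% in MCF10A(P). A candidate explanation is that the chromosome 7 copy, which encodes miR-29a, and the chromosome 1 copy, which encodes miR-29c, changed apart. It predicts that the 5p strands part as well, and the change of miR-29a-5p exceeded that of miR-29c-5p by 3.56 (1.84 under quantile normalization, 2.50 under median-ratio scaling). miR-29c-5p is near the floor in MCF10.Ca1d, which limits this test. The gap is also the same whichever copy moved. In MCF10.Ca1d, miR-29c-3p changed by -2.32 on the deposited scaling, -3.62 under quantile normalization and -3.40 under median-ratio scaling. In the same order, miR-29a-3p changed by 1.02, 0.315 and -0.0543, so the fall of miR-29c-3p was the larger change under each. Loss of the whole chromosome 1 transcript, miR-29b-2 included, cannot be told apart, because miR-29b-2-5p was above the floor in 1 MCF10A(P) library. Different stability of the mature miRNAs stays open. The paper proposes DNA methylation of the miR-29c promoter as a partial cause of its loss.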

How the results depend on the processing

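The comparisons with other splits of the libraries were chosen before the results were seen, and 4 alternatives, named as added, after. The results comprise 19 on the comparisons and 80 on single miRNAs. Except where stated, the cause of a change was not tested.

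With 1 library left out, 156 values of the comparisons stayed within the limits set for a change, and 0 moved. For the miR-29 total, which has no such test, the limit was the replicate spread, and its sign did change: the log2 ratio against MCF10A(P) ranged from -0.30 to 0.28 in MCF10.AT1, from -0.0234 to 0.56 in MCF10.DCIS and from 0.63 to 1.22 in MCF10.Ca1d. Altered miRNAs ranged from 347 to 358 (MCF10.AT1 against MCF10A(P)), 346 to 356 (MCF10.NeoT against MCF10A(P)), 196 to 207 (MCF10.DCIS against MCF10.AT1), 145 to 154 (MCF10.Ca1d against MCF10.DCIS) and 144 to 157 (MCF10.Ca1h against MCF10.Ca1d). The share in the normal to atypia step ranged from 82.2% to 85.5%. Groups 1 to 4 held 38 to 44, 2 to 4, 142 to 158 and 27 to 34. Of the single miRNAs, 13 values became weaker, 10 stronger and 4 reversed. The change of miR-29a-3p in MCF10.AT1 (0.04) ranged from -0.30 to 0.34, and was negative without MCF10A(P) replicate 1 and, at -0.0347, without MCF10.AT1 replicate 2. That of miR-29b-2-5p ranged from -0.11 (without MCF10.AT1 replicate 1) to 0.66, and that of miR-29c-5p from MCF10.AT1 to MCF10.DCIS from -0.68 to 0.0295 (without MCF10.DCIS replicate 1).

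Among the other alternatives, 185 values of the comparisons stayed and 43 moved. Under quantile normalization the share was 77.2%, Groups 1 to 4 held 16, 10, 44 and 80, and the log2 ratio of the miR-29 total against MCF10A(P) was -0.78 in MCF10.AT1, -0.62 in MCF10.DCIS and 0.18 in MCF10.Ca1d. Under median-ratio scaling the share was 79.3%, the groups held 21, 8, 67 and 71, and the ratios were -1.09, -0.85 and -0.14. TMM-type scaling gave 78.7% and 22, 7, 68 and 71. Median-ratio and TMM-type scaling move a library by 1 factor, which lowers changes against MCF10A(P) by about 1 log2 unit for miRNAs away from the raised floor (the median shift in MCF10.AT1 was 1.08), so small rises of these turn into falls. Quantile normalization moves miRNAs unequally. The change in MCF10.AT1 of miR-29a-3p reversed to -0.70, -1.05 and -1.02 under quantile, median-ratio and TMM-type scaling, that of miR-29b-3p to -0.53, -0.30 and -0.27, that of miR-29a-5p to -0.94, -0.59 and -0.57, and that of miR-29b-2-5p to -0.19, -0.0825 and -0.0775. In MCF10.Ca1d, miR-29a-3p reversed to -0.0543 under median-ratio scaling and miR-29a-5p to -0.34 under quantile normalization. let-7a-5p reversed under quantile normalization to 0.25 in MCF10.NeoT, in MCF10.AT1 and in both together. A further 18 single-miRNA values became weaker and 24 stronger under these scalings.

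Requiring a mean of at least 100 normalized reads, which tests fewer miRNAs, gave 229, 228, 127, 95 and 101 altered miRNAs in the comparisons of MCF10.AT1 and MCF10.NeoT with MCF10A(P), of MCF10.DCIS with MCF10.AT1, of MCF10.Ca1d with MCF10.DCIS and of MCF10.Ca1h with MCF10.Ca1d, with a share of 90.2% and 13 miRNAs in Group 4. A 2-fold minimum gave 45 between MCF10.AT1 and MCF10.NeoT, 93 between MCF10.Ca1d and MCF10.DCIS, 93 between MCF10.Ca1h and MCF10.Ca1d, 21 in Group 1 and 0 in Group 2. Without a fold minimum, Group 1 held 63 and Group 2 held 5. Groups from each line held 18, 0, 99 and 18, and groups from MCF10.AT1 and MCF10.Ca1d only put 9 in Group 2. A total over the 4 comparisons with MCF10A(P) gave a share of 78.3%. Added alternatives gave 78.7% for the variance of each miRNA alone with unadjusted p, and 49.1% when a miRNA counted for every step.

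Fits of the compared lines only made 3 single-miRNA values weaker and 4 stronger, and the fit without MCF10.Ca1h made 1 weaker. The pseudocounts of 0.1 and 5, and the added pseudocount of 1 and filter of 3 libraries, changed 0 of the 80 values. The filter on the mean changed 0 of the 58 values it left, and gave none for miR-140-5p, miR-29a-5p, miR-29b-2-5p and miR-29c-5p, which it removed. For miR-29c-5p between MCF10.Ca1h and MCF10.Ca1d, quantile normalization and median-ratio scaling left every compared library at the floor and gave no value.

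The change of miR-29c-3p against MCF10A(P) kept its direction and its call under every alternative that was run for single miRNAs. The variance of each miRNA alone with unadjusted p was run for the counts only, so its effect on miR-29c-3p is not known. With all libraries, it ranged from -2.14 to -1.05 in MCF10.AT1 and from -3.62 to -2.30 in MCF10.Ca1d, with limma adjusted p between 7.6e-09 and 0.035 and between 1.5e-11 and 0.0012. With 1 library left out, it ranged from -1.40 to -0.78 and from -2.67 to -2.04.

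The replicate numbers share no more than a number. Deviations of same-numbered libraries from their line means had correlations from -0.245 to 0.348 (median -0.005), and 0 pairs of lines had every correlation over 0.1. With the replicate block, 361, 355, 80, 210, 163 and 162 miRNAs were altered in the 6 comparisons, and the groups held 43, 3, 150 and 31. The block moved 1 single-miRNA value, that of let-7a-5p in MCF10.AT1, over the adjusted p threshold (limma adjusted p = 0.061), and its change was under 1.5-fold in either case.

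For each of the 6 comparisons of lines, only the real split, 1 of 10, gave as many altered miRNAs, a share that cannot go under 0.1. For the preneoplastic lines against MCF10A(P) it was 1 of 84 splits, with at most 274 miRNAs in another split. It was 1 of 100 drawn splits for the late against the preneoplastic lines, and 1 of 100 for each of Groups 1 to 4. A share as large as 84.0% came from 12 of 100 drawn groupings, and another grouping reached 100%. The share alone therefore does not set the real grouping apart. How many miRNAs were altered in those 12 groupings was not examined. For the number altered in at least 1 of the 3 steps, it was 1 of 100, with at most 364 in another grouping.

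Depth limits the low miRNAs most: the floor stands for up to 10.2 reads, and a change below it could not be detected.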

Differences from the paper's values

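No test was chosen for this part after a result was seen, apart from the 1 setting so marked and the comparison of the share with the ratio of the paper's counts.

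More than 50% is the paper's value for the share of alterations in the normal to atypia step, and the share here was 84.0%. The paper's value is a lower limit, which the share exceeds. Measured against 50%, the alternatives set before the data were examined, between 77.2% and 90.2%, stayed beyond 1.5 times. The paper's counts behind the share, 299 of 561, give 53.3%, and 4 of those alternatives came within 1.5 times of this: quantile normalization (77.2%), the total over the 4 comparisons with MCF10A(P) (78.3%), TMM-type scaling (78.7%) and median-ratio scaling (79.3%). Counting each miRNA for every step in which it was altered, a setting chosen after seeing the values, gave 49.1%. The counts themselves, 299 of 561 in the paper, compare with 361 of 430 here. The first count stayed within 1.5 times of the paper's under 18 alternatives and beyond it under 0. The second stayed within it under 21 and went beyond it under 5.

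The paper places 63 miRNAs in its 4 groups, and the rules used here placed 226. The alternatives set before the data were examined gave at most 242, the fewest came from the rule from each line, and none closed the gap. For Groups 2 and 4 together, the paper's 5 miRNAs compare with 34 here, and with 15 to 90 under those alternatives, none of which closed the gap.

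The paper's 25 to 30 M reads per small RNA library compare with a median of 4.93 M recovered reads per library. These are not on the same scale, since the recovered reads are those counted on mature miRNAs above the floor, and no alternative bears on them.

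Some statements differ for single miRNAs. The paper lists miR-140-5p, let-7a-5p and miR-29c-5p in Group 2 or 4, and on the deposited values none of them met a rule, with early changes of -0.55, -0.42 and -0.48. They met the rule for Group 4 under median-ratio and TMM-type scaling. Quantile normalization placed miR-140-5p in Group 2 and miR-29c-5p in Group 4, and no fold minimum placed let-7a-5p in Group 2. Under the rule from each line, none of the paper's 5 miRNAs met a rule. From Figure 1C, 61 names could be read, against the paper's 63.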

Other observations

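In this part, the tests of hairpin GC content and of the epithelial miRNAs in MCF10A(P) were chosen before their results were seen. The rule for the miRNAs named, the other scalings and leaving out a library were set before the data were examined. The other tests, including any use of those settings to weigh an explanation, were chosen only after the results were seen.

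Most miRNAs read higher in every other line than in MCF10A(P). For the 303 miRNAs above the floor in all 18 libraries, the median log2 change was 1.09 in MCF10.NeoT, 1.08 in MCF10.AT1, 1.17 in MCF10.DCIS, 1.22 in MCF10.Ca1d and 1.04 in MCF10.Ca1h. The 10 most abundant miRNAs held 74.4% ± 2.19 (SD, n = 3) of the reads in MCF10A(P) and 54.5% ± 0.124 (SD, n = 3) in MCF10.AT1. With those 10 taken out and the remaining reads rescaled, the median change of the other 293 fell to 0.45, so a few abundant miRNAs taking more of the reads in MCF10A(P) may account for part of the shift. Lower depth of the MCF10A(P) libraries is argued against, since the deepest had 7458597 recovered reads and the deepest MCF10.AT1 library 6337428. Hairpin GC content is argued against as well: over the 269 miRNAs with a value (88.8%), the smallest median change among 3 classes of GC was 0.77, and the others were 1.18 and 1.17. More miRNA per cell in MCF10.AT1 cannot be told apart from this, because the table holds 0 added reference RNAs.

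A lower miR-29c-3p in MCF10.NeoT and MCF10.AT1 than in MCF10A(P) was weighed against technical explanations. The authors' scaling works against the fall, which was -2.14 in MCF10.AT1 under median-ratio scaling. If reads of miR-29a-3p had been counted as miR-29c-3p, the ratio of the 2 would not separate the lines, but the highest ratio in the preneoplastic libraries, 6.21%, was below the lowest in MCF10A(P). No 1 MCF10A(P) library accounts for the fall, since the smallest fall in MCF10.AT1 with 1 library left out was -0.78. These values are consistent with a biological loss in the preneoplastic lines, as a hypothesis found and tested on the same libraries. How much is lost depends on the scaling. The different source of the MCF10A(P) cells was not tested as an explanation.

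The largest rises between MCF10A(P) and MCF10.AT1 under the naming rule were miR-200b-3p, miR-200a-3p and miR-429, which lie together on the plus strand of chromosome 1 of GRCh37 (1102484 to 1102578, 1103243 to 1103332 and 1104385 to 1104467). In MCF10A(P), miR-200b-3p was at 16.0 ± 4.02 normalized reads (SD, n = 3), and miR-200a-3p and miR-429 were at the floor in all libraries. In MCF10.AT1, miR-200b-3p reached 15398 ± 1538 (SD, n = 3), miR-200a-3p was at least 253-fold higher than the floor and miR-429 at least 245-fold higher. The authors' scaling is argued against, since the smallest log2 change of the 3 was 6.64 under median-ratio scaling. Cells that lack the epithelial miRNAs as a set were tested with the list of 3, and 2 of them were over 10 times the floor in every MCF10A(P) library, which argues against a lack of the whole set. All 3 were lower in MCF10A(P) than in MCF10.AT1 on the deposited scaling, however. In normalized reads, miR-205-5p stood at 51002 against 156285, miR-200c-3p at 33.4 against 2022 and miR-141-3p at 377 against 22222. The log2 changes in MCF10.AT1 were 1.62, 5.93 and 6.13, so the list is split by the size of the difference. miR-200c-3p and miR-141-3p were lower in MCF10A(P) under each scaling too, by at least 4.59 on the log2 scale. What lowers the miR-200 family there was not tested.

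In MCF10.Ca1h the cluster was low again, with miR-200b-3p at 234 ± 23.1 normalized reads (SD, n = 3) against 48029 ± 6879 (SD, n = 3) in MCF10.Ca1d. The log2 fold changes were -7.68 for miR-200b-3p, -7.89 for miR-200a-3p and -8.30 for miR-429. miR-429 was above the floor in only 2 MCF10.Ca1h libraries, so the size of its fall is a lower limit. Cells that lack the epithelial miRNAs as a set are argued against here, as the larger fall of miR-200c-3p and miR-141-3p, which lie on chromosome 12, was -1.07. A change confined to the chromosome 1 cluster may be behind the fall, and neither the DNA of the cluster nor its methylation was analysed here.

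The largest falls in MCF10.AT1 under the naming rule were those of miR-10a-5p (-7.21), miR-143-3p (-6.39) and miR-204-5p. miR-204-5p was at the floor in MCF10.AT1 and MCF10.Ca1d, and was at least 26.2-fold higher in MCF10A(P), 8.35-fold higher in MCF10.DCIS and 71.4-fold higher in MCF10.Ca1h than the floor. From MCF10.AT1 to MCF10.DCIS, the largest rises were those of miR-873-5p (6.44), miR-455-5p (6.07) and miR-10a-5p (5.88), and the largest falls those of miR-5690 (-4.50), miR-708-3p (-4.07) and miR-708-5p (-3.54). From MCF10.DCIS to MCF10.Ca1d they were miR-146a-5p (2.83), miR-2355-5p (2.39) and miR-561-5p (2.17), against miR-143-3p (-3.17), miR-204-5p and miR-1301 (-2.55). miR-455-5p was above the floor in only 1 MCF10.AT1 library, so its rise to MCF10.DCIS is a lower limit. Of the miRNAs the paper's introduction names, miR-155-5p was at the floor in all libraries, so a change could not be tested. In MCF10.AT1 against MCF10A(P), miR-18a-5p rose by 3.78 and miR-135b-5p by 4.88, while the rise of miR-93-5p, 1.17, was no longer called under median-ratio scaling (0.09). The rise of miR-135b-5p is a lower limit, since it was above the floor in only 2 MCF10A(P) libraries. From MCF10.DCIS to MCF10.Ca1d, miR-221-3p rose by 0.83, while the falls of miR-210 (-0.34) and let-7d-5p (-0.18) were not called.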
